# ATF4 licenses C/EBPβ activity in human mesenchymal stem cells primed for adipogenesis

**DOI:** 10.7554/eLife.06821

**Published:** 2015-06-25

**Authors:** Daniel M Cohen, Kyoung-Jae Won, Nha Nguyen, Mitchell A Lazar, Christopher S Chen, David J Steger

**Keywords:** adipogenesis, transcription factors, gene expression, human, mouse

## Abstract

A well-established cascade of transcription factor (TF) activity orchestrates adipogenesis in response to chemical cues, yet how cell-intrinsic determinants of differentiation such as cell shape and/or seeding density inform this transcriptional program remain enigmatic. Here, we uncover a novel mechanism licensing transcription in human mesenchymal stem cells (hMSCs) adipogenically primed by confluence. Prior to adipogenesis, confluency promotes heterodimer recruitment of the bZip TFs C/EBPβ and ATF4 to a non-canonical C/EBP DNA sequence. ATF4 depletion decreases both cell-density-dependent transcription and adipocyte differentiation. Global profiling in hMSCs and a novel cell-free assay reveals that ATF4 requires C/EBPβ for genomic binding at a motif distinct from that bound by the C/EBPβ homodimer. Our observations demonstrate that C/EBPβ bridges the transcriptional programs in naïve, confluent cells and early differentiating pre-adipocytes. Moreover, they suggest that homo- and heterodimer formation poise C/EBPβ to execute diverse and stage-specific transcriptional programs by exploiting an expanded motif repertoire.

**DOI:** http://dx.doi.org/10.7554/eLife.06821.001

## eLife digest

Human body fat consists mostly of fat-storing cells called adipocytes. These cells develop in two main steps. First, mesenchymal stem cells—which can potentially become one of many different types of cell—commit to becoming pre-adipocyte cells. These pre-adipocytes then develop into mature adipocytes. Proteins called transcription factors control both steps of this process by binding to particular sites in the DNA of the cell and activating certain genes that control the cell's identity and activity.

Various different transcription factors are known to stimulate the development of mesenchymal stem cells into adipocytes. Experiments performed on cells that have been grown in the laboratory suggest that the cells must also be tightly packed together to become adipocytes.

Cohen et al. have now investigated the role a protein called C/EBPβ plays in the development of adipocytes, and have found that it plays different roles at different stages of development. When mesenchymal stem cells become tightly packed, more of another protein called ATF4 is produced. This protein binds to C/EBPβ, and the resulting two-protein complex then binds to sites on the DNA of the mesenchymal stem cell to activate genes that turn the stem cell into a pre-adipocyte. Reducing the amount of ATF4 in mesenchymal stem cells reduces the number of pre-adipocytes that develop.

When not bound to ATF4, and in response to certain cell signals, C/EBPβ binds to different DNA sites and helps pre-adipocytes develop into mature adipocytes. Whether transcription factors other than ATF4 partner with C/EBPβ to change DNA-binding-site preferences remains unknown. Future studies will search for these, with the aim of providing a clearer molecular understanding for how C/EBPβ acts as a ‘bridge’ that links together the two stages of adipocyte development.

**DOI:** http://dx.doi.org/10.7554/eLife.06821.002

## Introduction

Post-mitotic adipocytes arise from the differentiation of MSCs in a process termed adipogenesis (Cristancho and Lazar, 2011; Rosen and Spiegelman, 2014). The cell-fate decisions occurring during the stages of adipogenesis are controlled by multiple sequence-specific transcription factors (TFs) (Farmer, 2006; Rosen and MacDougald, 2006; Cristancho and Lazar, 2011). Best described among these are PPARγ and C/EBP TFs, which drive a process of terminal differentiation that results in the expression of metabolic genes and adipokines important for the adipocyte phenotype (Hwang et al., 1997; Rosen and MacDougald, 2006; Lefterova and Lazar, 2009). PPARγ is recognized as a master regulator because it is necessary (Barak et al., 1999; Kubota et al., 1999; Rosen et al., 1999) and sufficient (Tontonoz et al., 1994; Hu et al., 1995; Shao and Lazar, 1997) for adipogenesis. C/EBP proteins can also induce adipocyte differentiation of fibroblasts, although none can induce differentiation in the absence of PPARγ (Rosen et al., 2002). Cistromic analyses have revealed that PPARγ and C/EBPα occupy sites near most of the genes that are up-regulated during adipogenesis, including their own, suggesting that they coordinate expression of the majority of genes determining adipocyte function (Lefterova et al., 2008; Nielsen et al., 2008; Mikkelsen et al., 2010; Schmidt et al., 2011; Soccio et al., 2011). Thus, the transcriptional circuitry formed by PPARγ and C/EBPα may explain how adipocyte cell identity is established and maintained.

Genomics studies have provided important new insights into the TFs acting before PPARγ and C/EBPα. Treatment of pre-adipocyte fibroblasts with a cocktail including glucocorticoid, cyclic AMP agonists and insulin (DMI) and activates thousands of putative enhancers with increased sensitivity to DNase I, enrichment for activating histone modifications, and induced binding by TFs (Mikkelsen et al., 2010; Siersbæk et al., 2014a). Acting transiently during the early stages of adipogenesis, these TFs appear to serve at least two important functions: they recruit co-activators such as p300 and MED1 to activate genes important for terminal differentiation including *PPARγ* (Steger et al., 2010; Siersbæk et al., 2014b), and they remodel chromatin to facilitate later binding by PPARγ and C/EBPα in adipocytes (Siersbæk et al., 2011).

While DMI is a potent trigger for adipogenesis in both mouse 3T3-L1 fibroblasts and human mesenchymal stem cells (hMSCs), it is effective only when cells are densely packed (Green and Kehinde, 1976; Pittenger et al., 1999; McBeath et al., 2004; Cristancho et al., 2011). Here, we use this cell density ‘checkpoint’ as a means to identify transcriptional mechanisms that prime cells to a permissive pre-adipogenic state. We identify on a genome-wide scale putative enhancer and promoter regions with differential occupancy for RNA Polymerase II (RNAPII) in response to changes in cell density and treatment with DMI cocktail. The findings support roles for C/EBPβ and GR as primary drivers of DMI-induced gene expression.

We also observe a surprising enrichment for C/EBPβ-binding sites at RNAPII enhancers responding to high-seeding density prior to the addition of DMI cocktail. While lacking a canonical, palindromic C/EBPβ motif, these enhancers exhibit dramatic enrichment for an asymmetric, composite motif that juxtaposes half-sites for canonical C/EBP and AP-1 motifs. We demonstrate that these hybrid motifs recruit C/EBPβ as a heterodimer with another bZIP family member, ATF4. Genome-wide binding by ATF4 demonstrates its exclusive co-localization with C/EBPβ, and depletion of ATF4 decreases adipogenesis. Together, these observations suggest that a program of C/EBPβ-ATF4-dependent gene expression triggered by high-seeding density plays an important role in priming hMSCs for adipogenesis. The observation that C/EBPβ hetero- and homodimeric complexes exhibit different sequence specificities provides novel mechanistic insights into how C/EBPβ can be differentially targeted to control distinct programs of gene expression at distinct phases of adipocyte differentiation, and revises the prevailing view that C/EBPβ is transcriptionally inactive in the absence of exogenous adipogenic stimuli (Wiper-Bergeron et al., 2003; Raghav et al., 2012).

## Results

### Identification of regulated enhancers during hMSC differentiation

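Occupancy of RNAPII in hMSCs was mapped in 4 conditions with 1 library each, at low density (LD) or high density (HD), without DMI cocktail or after 24 h with it. The paper gives the densities as 2000 and 30000 cells per cm², and the sample labels give 3000 and 35000. The authors kept uniquely aligned reads and detected features from the slope of the binned signal, and the build that the paper names for motif searches is hg19. They subtracted regions of high depth in input and kept features above a set fold over the local background with a minimum number of tags. The deposited intervals were used here with the condition in which each was called and without a tag count, so the depth of these 4 libraries is unknown. They number 26830 at LD without DMI, 25029 at LD with DMI, 37689 at HD without DMI and 23557 at HD with DMI. With 1 library per condition no spread between replicates could be computed, and every comparison of these lists is between libraries.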

RNAPII is recruited to active enhancers on a global scale (Szutorisz et al., 2005; Koch et al., 2008; Kim et al., 2010), and we performed RNAPII ChIP-seq in primary hMSCs to annotate putative cis-acting regulatory elements during human adipocyte differentiation. Using a feature detection algorithm that robustly identifies enriched regions, we captured a progression of differentiated states when cells were cultured either at non-permissive, low density (LD) or permissive, high density (HD) in the presence or absence of DMI adipogenic cocktail (Figure 1A). 

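Intervals of the 4 conditions that overlapped were merged into 48337 regions with a median width of 560 bp. Each region was classed by the conditions in which the authors called it. The 11395 regions called only at HD without DMI were taken as HD-primed and have a median width of 440 bp. The 7419 regions called at LD without DMI and in neither DMI condition were taken as uncommitted, with a median width of 490 bp. Of these, 2421 were also called at HD without DMI and 4998 at LD alone. The 11574 regions called only with DMI were taken as DMI-induced, with a median width of 420 bp. The other 17949 regions are wider, with a median of 969 bp, and were left unclassed. The classes therefore rest on which lists hold a region and not on tag ratios or on the authors' clusters. They were added after the lists had been examined, when the values for each pattern of calls, shares of the hybrid motif included, had been seen.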

K-means clustering uncovered differential RNAPII occupancy that fell broadly into three categories: associated with LD hMSCs (clusters 1–8, uncommitted), preferentially associated with HD hMSCs (clusters 9–12, primed), and associated with DMI induction (clusters 13–16). Clusters 17–19 displayed an ambiguous relationship to adipocyte differentiation and were excluded from subsequent analyses.

**Figure 1.**
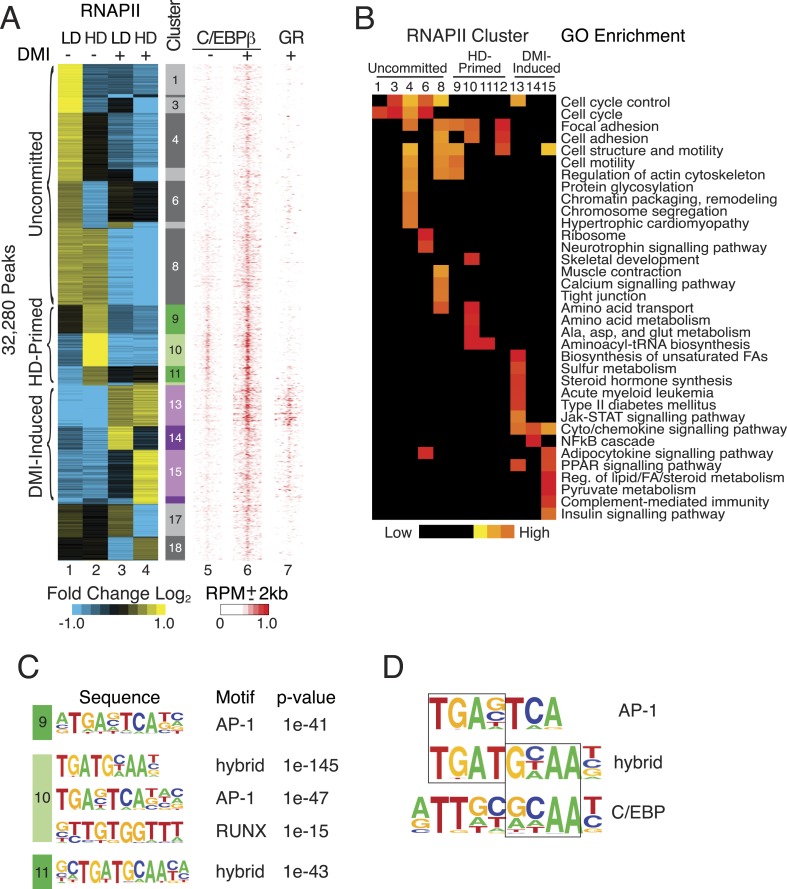
RNAPII-annotated enhancers reveal stage-specific transcriptional programs during adipogenic commitment. (**A**) Heat map of RNA Polymerase II (RNAPII) peaks clustered as a function of differential enrichment in response to changes in cell density (low, LD vs high, HD) and differentiation cocktail (+ or − DMI, 24 hr) in human mesenchymal stem cells (hMSCs) (tracks 1–4). Density heat maps (red) of C/EBPβ (0 and 6 hr DMI) and GR (6 hr DMI) binding in hMSCs within a 4 kb window of differential RNAPII peaks (tracks 5–7). Color bar specifically refers to scaling for C/EBPβ tracks. (**B**) Gene ontologies (GOs) resulting from mapping RNAPII enhancers to genes with correlated changes in gene body RNAPII. (**C**) Identification of de novo motifs in differential RNAPII clusters 9–11; reported sequences met detection thresholds of at least 5% of targets and p-value ≤ 1e-14. (**D**) Comparison of the AP-1, hybrid and C/EBP motifs, with the AP-1- and C/EBP-half sites boxed. **DOI:** http://dx.doi.org/10.7554/eLife.06821.003

**Figure 1—figure supplement 1.**
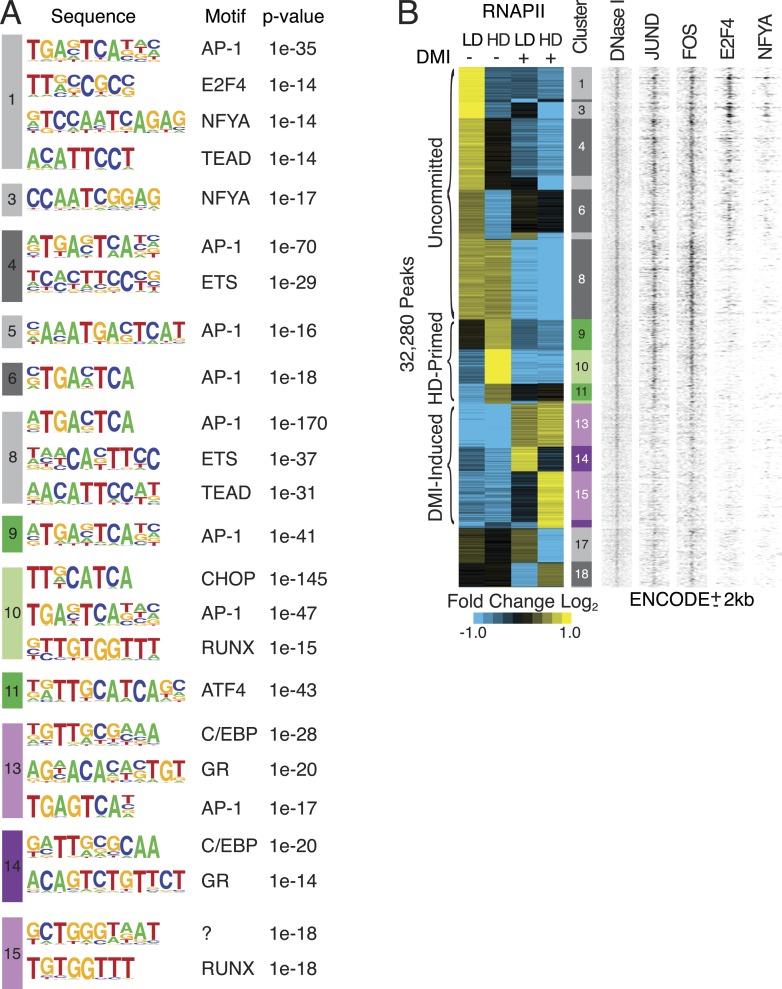
Characterization of RNAPII-annotated enhancers. (**A**) Identification of de novo motifs in differential RNAPII clusters; reported sequences met detection thresholds of at least 5% of targets and p-value ≤ 1e-14. Note the striking enrichment in clusters 1 and 3 of E2F4 and NF-YA, transcription factors (TFs) with well-established roles in controlling cell cycle progression (Lukas et al., 1996; Benatti et al., 2011; Lee et al., 2011; Fleming et al., 2013), as well as the identification of C/EBP and GR motifs in the DMI-induced clusters. (**B**) Density heat maps of ENCODE marks at differential RNAPII clusters implying occupancy of motifs by their cognate factors such as AP-1, E2F and NF-YA within the uncommitted clusters. **DOI:** http://dx.doi.org/10.7554/eLife.06821.004

**Figure 1—figure supplement 2.**
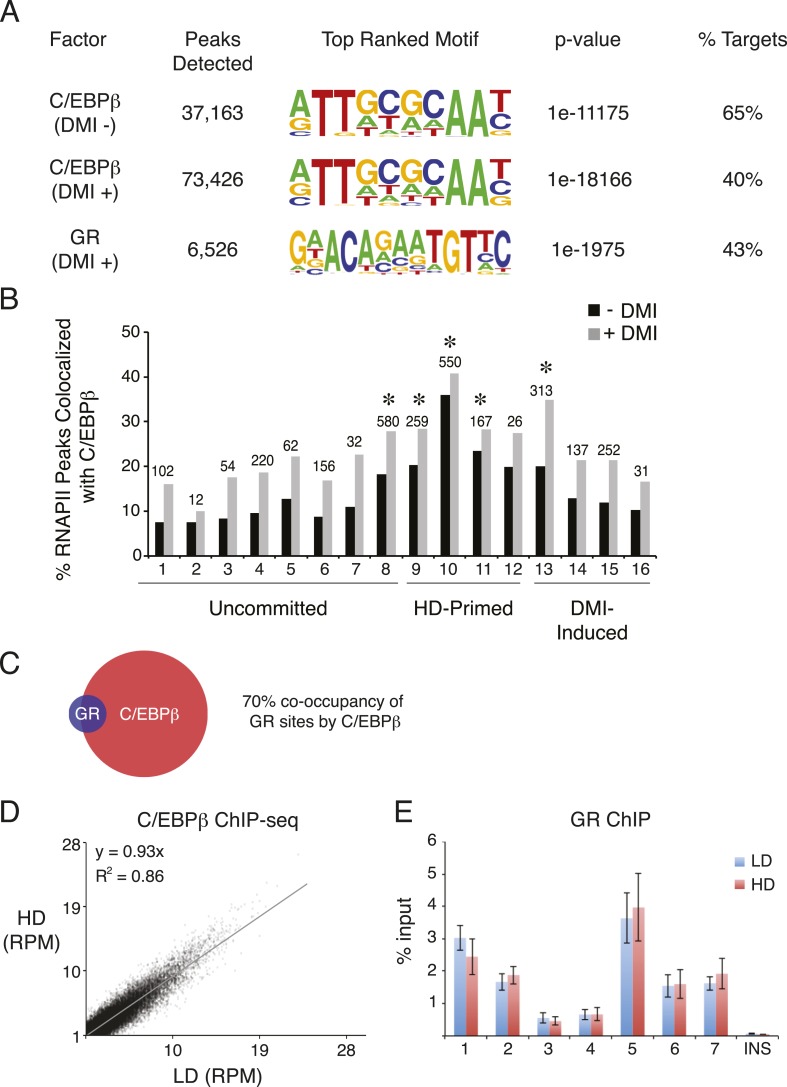
C/EBPβ and GR ChIP-seq in hMSCs. (**A**) Summary of ChIP-Seq peak calls and de novo motif analyses (HOMER) for C/EBPβ and GR from hMSCs cultured at HD either in the absence or presence of DMI cocktail for 6 hr. (**B**) Bar graph of differential RNAPII peaks co-localized with C/EBPβ in the presence or absence of DMI, as a function of RNAPII cluster. Absolute number of RNAPII/CEBPβ co-occupied peaks in the absence of DMI treatment is indicated above each bar. *, indicates hypergeometric p-value ≤ 5 × 10^−6^ comparing cluster-specific C/EBPβ co-occupancy to the average co-occupancy across all clusters for the DMI-negative condition. Enrichment for C/EBPβ was also statistically significant in the presence of DMI for clusters 8, 10, and 13. (**C**) Venn diagram showing overlap between the cistromes of GR and C/EBPβ in DMI-treated hMSCs. (**D**) Scatterplot comparing sequence tags from C/EBPβ ChIP-seq peaks identified in low (LD) and high (HD) density hMSCs treated with DMI for 6 hr. C/EBPβ-binding strength is highly correlated for the two conditions. (**E**) GR ChIP in DMI-treated hMSCs comparing LD to HD cells at 7 genomic sites and a non-specific control (INS). **DOI:** http://dx.doi.org/10.7554/eLife.06821.005

The uncommitted, HD-primed, and DMI-induced RNAPII clusters mapped to distinct gene ontologies (GOs) (Figure 1B, Supplementary file 1). Cytoskeleton and cell proliferation genes were enriched in the uncommitted clusters, and genes associated with biological processes characteristic of terminally differentiated adipocytes, namely PPAR signaling, pyruvate and lipid metabolism, and adipocytokine signaling were only enriched when the cells were cultured at high-seeding density and treated with DMI cocktail. Of particular note, genes involved in amino acid transport and metabolism were associated with the HD-primed clusters, where high-seeding density promoted RNAPII recruitment prior to DMI induction.

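Exact matches of TTKCATCA, with K for G or T, were searched over the whole of each RNAPII region, a comparison chosen after the lists had been examined. At least 1 match lay in 703 of the 11395 HD-primed regions, or 6.17% (95% confidence interval 5.74 to 6.63), in 4.88% of the 7419 uncommitted regions and in 4.26% of the 11574 DMI-induced regions. HD-primed regions differed from the other classes together (two-sided Fisher's exact test over regions of single libraries, p = 3.01e-10). Because the classes differ in width, the matches were also counted per kb, which gave 0.137, 0.0871 and 0.0954 in the same order. TTGCNNAA lay in 18.5% of the HD-primed, 21.8% of the uncommitted and 21.2% of the DMI-induced regions, with 0.458, 0.455 and 0.554 matches per kb.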

Intriguingly, the HD-primed, but not the uncommitted and DMI-induced, RNAPII sites associated with a CHOP/ATF4/hybrid motif (Figure 1C, Figure 1—figure supplement 1). It is a hybrid of AP-1 (TGA) and C/EBP (TTGC) half-sites (Figure 1D), and binds heterodimers between different C/EBP proteins and AP-1 or ATF factors (Vinson et al., 1993; Shuman et al., 1997; Wolfgang et al., 1997; Cai et al., 2008). 

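C/EBPβ was mapped in HD hMSCs without DMI and in a pair of libraries with DMI for 6 h, and GR in HD hMSCs with DMI for 6 h, with 1 library each. The authors called peaks in each library with HOMER from uniquely aligned reads and deposited, for each peak, their normalized tag count. It is taken here as tags per 10 M (M for 10⁶), so that 10 is 1 RPM, a scale that the lists do not state and that was settled from the peak counts in Figure 6B. This strength is the authors' value and serves mainly to describe, rank or filter the peaks of a list. The strengths of a list climb in even steps worth 1 tag, which gives the depth of the library. C/EBPβ without DMI has 54168 peaks of 200 bp from a library of 40.8 M tags, the weakest at 3.2 tags per 10 M. The C/EBPβ library with DMI labelled high density has 74323 peaks from 19.4 M tags, and that labelled low density has 87491 peaks from 13.6 M tags. The sources of the labels disagree on which of these 2 libraries had which density, so the density is treated as uncertain and both are reported. GR has 6526 peaks from 16.1 M tags.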

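A C/EBPβ peak without DMI lay in 1811 of the 11395 regions called only at HD without DMI, or 15.9% (95% confidence interval 15.2 to 16.6). The share was 11.5% of the uncommitted regions, 8.75% of the DMI-induced regions and 19.3% of the wider unclassed regions. Among the uncommitted regions it was 18.7% where also called at HD without DMI and 7.98% at LD alone. Among the DMI-induced regions it was 7.46% where called at HD alone, 8.50% at LD alone and 21.3% of the 773 called in both. HD-primed regions held such a peak more often than the uncommitted and DMI-induced regions combined, at 9.81% (two-sided Fisher's exact test, p = 2.69e-54). The test treats regions as the units and compares calls of single libraries, not conditions. The value moved most when the C/EBPβ library with DMI labelled low density was used, to 21.9% of HD-primed regions against 15.6% of the others.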

ChIP-seq for C/EBPβ, which is known to control early phases of adipogenesis in murine cells along with GR (Steger et al., 2010; Siersbæk et al., 2011), revealed extensive binding in HD hMSCs that selectively mapped to the HD-primed RNAPII sites (Figure 1A, track 5, Figure 1—figure supplement 2A,B). Treatment of HD cultures with DMI cocktail led to a massive up-regulation of C/EBPβ genomic occupancy (Figure 1—figure supplement 2A). It also induced binding by GR that mapped to regions with DMI-induced RNAPII (Figure 1A and Figure 1—figure supplement 2B) and co-localized with C/EBPβ (Figure 1—figure supplement 2C) in a density-independent manner (Figure 1—figure supplement 1D,E). These data indicate that C/EBPβ targets HD-primed enhancers before, and DMI-induced enhancers during, human adipogenesis.

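Of the 54168 C/EBPβ peaks without DMI, 40003 overlapped a C/EBPβ peak of the DMI library labelled high density, or 73.8% (95% confidence interval 73.5 to 74.2). Chance, taken as the mean over 100 circular shifts of the second list along each chromosome, gives 1.02%. In the other direction, 34320 of the 74323 peaks with DMI had no C/EBPβ peak without DMI, a gained share of 46.2%. With the DMI library labelled low density, 80.7% of the peaks were kept and 43751 of its peaks, or 50.0%, were gained. That choice of library moved the kept share most among the alternatives. The library without DMI is the deepest of the 3 C/EBPβ libraries and has the shortest list.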

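A C/EBPβ peak of the DMI library labelled high density overlapped 4386 of the 6526 GR peaks, or 67.2% (95% confidence interval 66.1 to 68.3), where circular shifts gave 0.99%. The value was 67.5% with the library labelled low density and 32.8% with C/EBPβ peaks without DMI. When an overlap of at least 50% of the shorter peak was asked for, the first of these shares fell to 57.9%, the largest move among the alternatives. GR peaks lay in 473 of the 11574 DMI-induced regions, or 4.09%, against 2.27% of HD-primed and 2.43% of uncommitted regions (two-sided Fisher's exact test of DMI-induced against the others over regions of single libraries, p = 1.37e-17). The 7 amplicons that the authors chose for GR ChIP (Figure 1—figure supplement 2E) each held a GR peak, with strengths from 2.55 to 15.8 RPM.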

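The C/EBPβ libraries with DMI shared 61420 peaks, which is 82.6% of the list labelled high density and 70.2% of the list labelled low density. Across these shared peaks, which are not independent replicates, the strengths had a Pearson's r of 0.932 (R squared 0.868) and a Spearman's rho of 0.846. The slope through the origin of the library labelled high density on the other was 0.996, and the medians were 1.91 RPM in the library labelled high density and 1.84 RPM in that labelled low density. Over the 49689 shared peaks of at least 1 RPM in both lists, a restriction added after the values were seen, r was 0.926. Peaks called in only one of the libraries are left out of these correlations.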

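In the C/EBPβ library with DMI labelled high density, a peak lay in 2270 of the 11395 HD-primed regions, or 19.9% (95% confidence interval 19.2 to 20.7), in 17.6% of the uncommitted, in 13.8% of the DMI-induced and in 26.5% of the unclassed regions. The DMI-induced regions with a C/EBPβ peak thus numbered 1599 with DMI and 1013 without it. In the library labelled low density the number was 1641, or 14.2%. HD-primed regions kept a larger share than uncommitted and DMI-induced regions in both libraries with DMI (two-sided Fisher's exact test of HD-primed against those classes over regions of single libraries, p = 5.54e-25 in that labelled high density). This order held against DMI-induced regions called in 1 condition (6766 at HD, 4035 at LD) and uncommitted regions called at LD alone. The 773 DMI-induced regions called in both held a peak at 31.4% and 32.9% in the libraries labelled high and low density. HD-primed regions held one at 19.9% and 21.9%. Uncommitted regions also called at HD without DMI had 25.4% and 27.8%. The last set and the 773 are wider, with medians of 700 and 668 bp. From the mapping of C/EBPβ and GR to its RNAPII sites, the paper concludes that C/EBPβ targets HD-primed enhancers first and DMI-induced ones once adipogenesis is under way.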

### C/EBPβ regulates HD-primed enhancers through a non-canonical motif

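For the C/EBPβ peaks in RNAPII regions, exact matches of TTKCATCA and of TTGCNNAA were searched on both strands of GRCh37, whose chromosomes have the lengths of those of hg19. A peak was counted where a whole match lay within 100 bp of its centre. Without DMI, 1797 C/EBPβ peaks lay in HD-primed regions, 860 in uncommitted regions and 1005 in DMI-induced regions. The windows 2 kb upstream of all C/EBPβ peaks of this library served as background and held TTKCATCA in 2.34% and TTGCNNAA in 10.6% of cases.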

To test whether C/EBPβ drives the activity of HD-primed enhancers via a non-canonical binding site as predicted by the motif analysis of RNAPII sites, we screened C/EBPβ-binding regions at all RNAPII-annotated regions for the presence of a canonical CEBP sequence (TTGCnnAA) (Jolma et al., 2013) or a hybrid motif (TTKCATCA) (Figure 2A). 

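TTKCATCA lay at 437 of the 1797 C/EBPβ peaks in HD-primed regions, or 24.3% (95% confidence interval 22.4 to 26.4). It lay at 88 peaks in uncommitted regions, or 10.2%, and at 79 peaks in DMI-induced regions, or 7.86%. HD-primed and DMI-induced regions differed by a two-sided Fisher's exact test over peaks of the same library (p = 7.25e-30). Among the alternatives the HD-primed share ranged from 20.1%, with TTRSATCA as the hybrid sequence, to 29.9%, with the C/EBPβ peaks at or above the median strength.

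**Figure D1:**
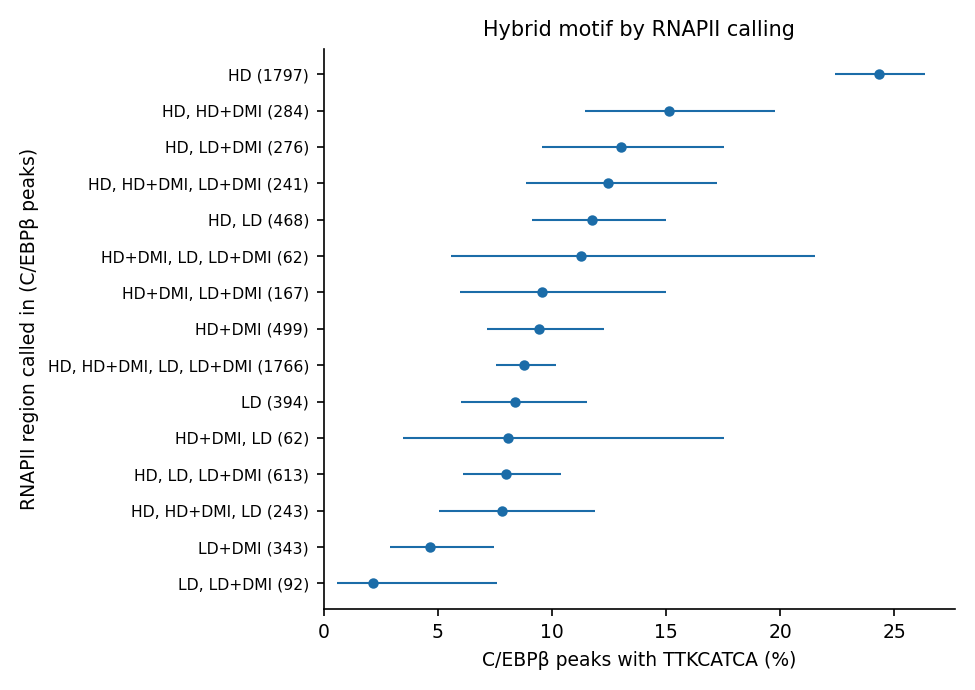
Percentage of C/EBPβ peaks (HD, without DMI) with TTKCATCA within 100 bp of the centre, on the horizontal axis, for each of the 15 sets of conditions in which the overlapping RNAPII region was called, with the number of C/EBPβ peaks in parentheses and bars for the 95% confidence interval. Regions called at HD without DMI and nowhere else sit at 24.3%, above every other set, the next being regions called at HD with and without DMI, at 15.1%.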

Whereas the hybrid motif is present at 27% of C/EBPβ peaks in the HD-primed clusters, only 7% and 4% of peaks have this sequence in the uncommitted and DMI-induced clusters, respectively, indicating its enrichment within the C/EBPβ-binding sites of HD-primed enhancers. Conversely, 23% of C/EBPβ peaks in the DMI-induced clusters are associated with the canonical C/EBP motif, compared to 13% and 8% of peaks in the uncommitted and HD-primed clusters, respectively. These results demonstrate that C/EBPβ preferentially targets the hybrid motif in the HD-primed enhancers, whereas it binds the canonical C/EBP motif in the DMI-induced enhancers.

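TTGCNNAA showed the opposite order, at 470 of the 1005 C/EBPβ peaks in DMI-induced regions, or 46.8% (95% confidence interval 43.7 to 49.8), 33.1% in uncommitted and 28.5% in HD-primed regions. DMI-induced and HD-primed regions differed (two-sided Fisher's exact test over peaks, p = 6.80e-22). In each class the share exceeds that of the background windows. Within the HD-primed class TTGCNNAA was thus the more frequent of the pair of sequences, and the order of the classes differs between them. The background windows of this library hold TTGCNNAA at 10.6% and TTKCATCA at 2.34%. Relative to these, TTKCATCA was the more enriched of the pair in the HD-primed class, in the uncommitted class and over all peaks of the library. In the DMI-induced class TTGCNNAA was the more enriched.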

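The C/EBPβ peaks with DMI gave the same orders. In the library labelled high density, TTKCATCA lay at 18.7% of the peaks in HD-primed regions and at 6.39% of those in DMI-induced regions (two-sided Fisher's exact test over peaks, p = 4.29e-30), and TTGCNNAA lay at 27.0% and 39.8% (p = 5.39e-17). In that labelled low density, the shares were 18.1% and 6.66% for TTKCATCA (exact test, p = 8.59e-28), and 25.6% and 38.6% for TTGCNNAA (p = 2.19e-18). From the shift in frequencies between the clusters, the paper concludes that C/EBPβ prefers the hybrid motif at HD-primed enhancers and the canonical motif at DMI-induced enhancers.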

**Figure 2.**
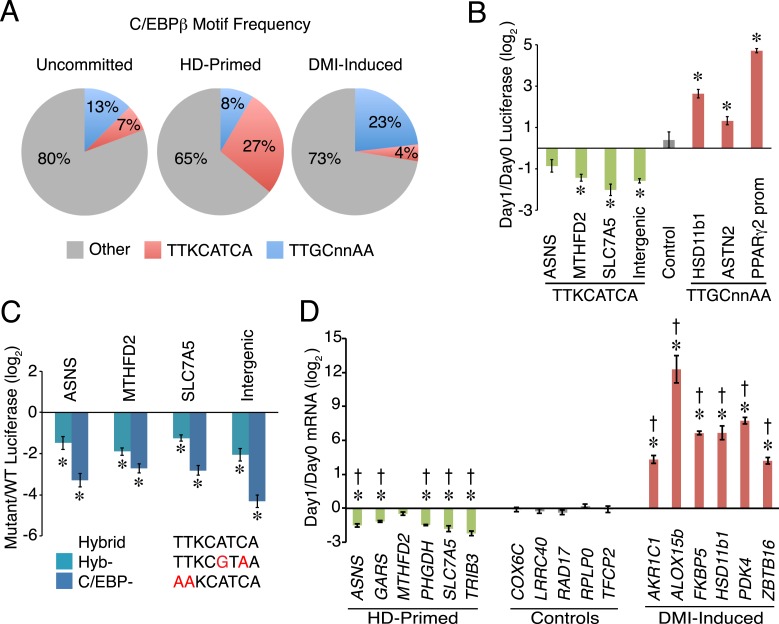
A non-canonical C/EBP motif mediates transcription at HD-primed enhancers. (**A**) Pie charts comparing the frequency of hybrid (red) vs canonical C/EBP (blue) motifs present at RNAPII-C/EBPβ co-bound sites at stage-specific enhancers. (**B**) C/EBPβ enhancers harboring hybrid (green) or canonical C/EBP (red) motifs were assayed by a luciferase reporter in the absence (day 0) or presence (day 1) of DMI cocktail in C3H10T1/2 cells. (**C**) Mutations disrupting the hybrid motif specifically (cyan) or C/EBP motif generally (blue) were assayed by a luciferase reporter in basal medium in C3H10T1/2 cells. (**D**) Gene expression was assayed for genes associated with C/EBPβ enhancers containing hybrid (green) or canonical C/EBP motifs (red), and in a panel of endogenous control genes (gray), in DMI-treated (day 1) vs untreated (day 0) hMSCs. *, denotes p < 0.05, Student's *t*-test comparing stimulated vs unstimulated or mutant vs WT; †, denotes p < 0.002, comparison of fold changes between stage-specific enhancers vs endogenous controls, Mann–Whitney test. Error bars depict SEM. **DOI:** http://dx.doi.org/10.7554/eLife.06821.006

The HD-primed and DMI-induced enhancers are active during distinct stages of differentiation, and employ different motifs to recruit C/EBPβ, suggesting that distinct classes of C/EBPβ-recognition sequences confer temporal regulation of gene transcription during adipocyte development. To address this idea, we placed several RNAPII-annotated regions that are targeted by C/EBPβ and harbor either a hybrid or canonical motif into luciferase reporters, and assayed their activity in response to DMI cocktail (Figure 2B). Interestingly, reporters carrying the hybrid motif had reduced in activity in the presence of DMI, while those with the canonical C/EBP sequence were increased by DMI. Moreover, the hybrid motif mediates transcriptional activity since targeted mutation of either the hybrid sequence specifically (Hyb-) or the C/EBP motif generally (C/EBP-) lowered luciferase activity (Figure 2C). To further test the functional significance of C/EBP motifs in regulating gene transcription, we quantified mRNAs for genes with nearby RNAPII-annotated regions bound by C/EBPβ (Figure 2D). Consistent with the changes in both RNAPII occupancy and the luciferase reporters, genes associated with the hybrid motif showed decreased expression upon DMI stimulation. In contrast, genes associated with the canonical C/EBP motif (*AKR1C1*, *ALOX15b*, *FKBP5*, *HSD11b1*, and *ZBTB16*) were activated by DMI treatment along with a control adipocyte marker (*PDK4*). As a whole, these findings suggest that C/EBPβ targets a non-canonical C/EBP motif to activate HD-primed enhancers. Furthermore, although the addition of DMI cocktail increases C/EBPβ occupancy globally, including sites associated with the HD-primed enhancers, it reduces the activity of the HD-primed enhancers while inducing enhancers harboring canonical C/EBP motifs.

### ATF4 is a density-dependent factor that targets HD-primed enhancers as a heterodimer with C/EBPβ

Hybrid motifs recruit C/EBP TFs as heterodimers with bZip proteins from the AP-1 or ATF families (Vinson et al., 1993; Shuman et al., 1997; Wolfgang et al., 1997; Cai et al., 2008). Therefore, we performed ChIP to measure the occupancy of several candidate partners for C/EBPβ, and found robust binding of ATF4 at hybrid motifs (Figure 3A and Figure 3—figure supplement 1A). To map ATF4-binding sites on a genome-wide scale, we performed ChIP-seq in pre-adipocyte hMSCs (HD, without DMI), and identified 1451 discrete ATF4 peaks. 

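ATF4 was mapped in HD hMSCs without DMI in 1 library, with peaks called in the same way as for C/EBPβ. The list holds 1460 peaks of 154 bp, and the steps between their strengths give a depth of 35.3 M tags. Without peaks that touch regions of high input depth or lie outside chromosomes 1 to 22 and X, 1451 remain, the paper's number. Strengths run from 6.2 to 67.1 tags per 10 M with a median of 9.3. Of the 5 strongest peaks, that with 6.71 RPM lies on chromosome 10 from 74032612 to 74032765, 989 bp from the start of DDIT4. The next lies 241 bp from the start of CHAC1 on chromosome 15 (6.01 RPM), followed by a peak on chromosome 16 from 87812747 to 87812900, outside genes and 13232 bp from the start of KLHDC4 (5.69 RPM). The others lie in intron 1 of MTHFD2 on chromosome 2 (5.24 RPM) and in the 5′ untranslated part of exon 1 of YARS1 on chromosome 1 (5.01 RPM). The weakest called peak has 22 tags.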

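Of the 1460 ATF4 peaks, 1407 overlapped a C/EBPβ peak of HD hMSCs without DMI by at least 1 bp, or 96.4% (95% confidence interval 95.3 to 97.2). Circular shifts of the C/EBPβ list gave 0.609% on average and 1.10% at most. The share stayed between 95.3%, with an overlap of at least 50% of the shorter peak, and 97.5%, with centres within 500 bp. These 1407 peaks meet a small part of the 54168 C/EBPβ peaks.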

Remarkably, ATF4 binds almost exclusively with C/EBPβ, with more than 90% of its sites co-localized with C/EBPβ-binding sites (Figure 3B). Moreover, motif analysis shows an extraordinary level of sequence specificity at ATF4 binding sites, with strong nucleotide selection at nearly every position of the core hybrid motif, and extremely high concordance between the presence of ATF4 and the hybrid motif, with 85% of peaks containing the recognition sequence (Figure 3C). 

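TTKCATCA lay within 100 bp of the centre of 1128 of the 1460 ATF4 peaks, or 77.3% (95% confidence interval 75 to 79.3), against 3.15% of the windows 2 kb upstream. TTGCNNAA lay at 15.3% of them. The value moved most with TTRSATCA, the form of the motif in the paper's Discussion, which lay at 66.0%. It rose to 81.4% for the peaks at or above the median strength. Matches cluster at the centre, with 439 and 495 of them in the 20 bp on either side. An ATF4 peak was present at each of the 11 amplicons of the authors' hybrid set that could be placed on the genome, and the TRIB3 primers matched 3 places and were left out. An exact TTKCATCA lay within 8 of these 11 amplicons, and at SESN2 a match lies outside the amplicon within 100 bp of the ATF4 peak centre, whereas none was found so close at APOL6 and PSAT1. The amplicons at INS, HSD11B1, ASTN2 and PPARG held no ATF4 peak.

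**Figure D2:**
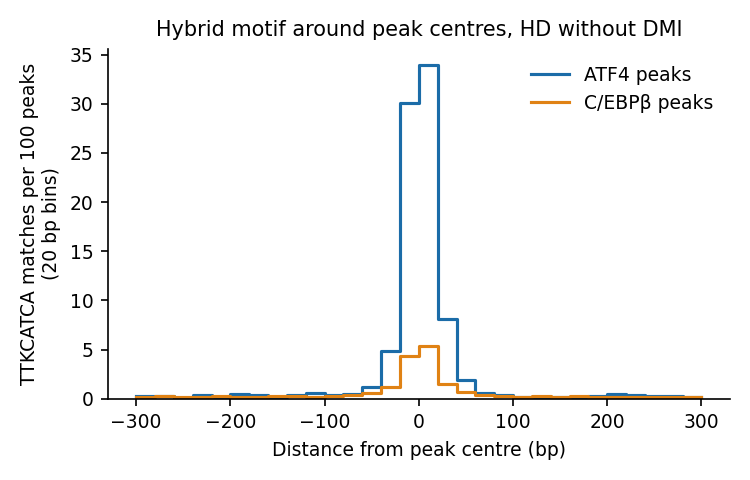
Number of TTKCATCA matches per 100 peaks, on the vertical axis, in 20 bp bins of distance in bp from the peak centre, on the horizontal axis, for ATF4 peaks and C/EBPβ peaks of HD hMSCs without DMI. ATF4 peaks reach 33.9 matches per 100 peaks in the bin from 0 to 20 bp, and C/EBPβ peaks reach 5.34.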

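The canonical sequence TTGCNNAA was searched at the C/EBPβ peaks of HD hMSCs without DMI as an exact match, without the degenerate matrix that a de novo search gives. It lay at 25483 of the 54168 peaks, or 47.0% (95% confidence interval 46.6 to 47.5), and TTKCATCA lay at 7771, or 14.3%. A window of 50 bp on each side gave 42.1% for the canonical sequence, and a window of 200 bp gave 52.8%. At C/EBPβ peaks with DMI the shares were 43.4% and 11.1% in the library labelled high density, and 42.4% and 11.5% in that labelled low density. GR peaks held TTGCNNAA at 21.9% and TTKCATCA at 4.92%.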

In marked contrast, the C/EBPβ cistrome yields a motif with a higher degree of sequence degeneracy and a lower detection frequency (65%) at binding sites (Figure 1—figure supplement 2A).

**Figure 3.**
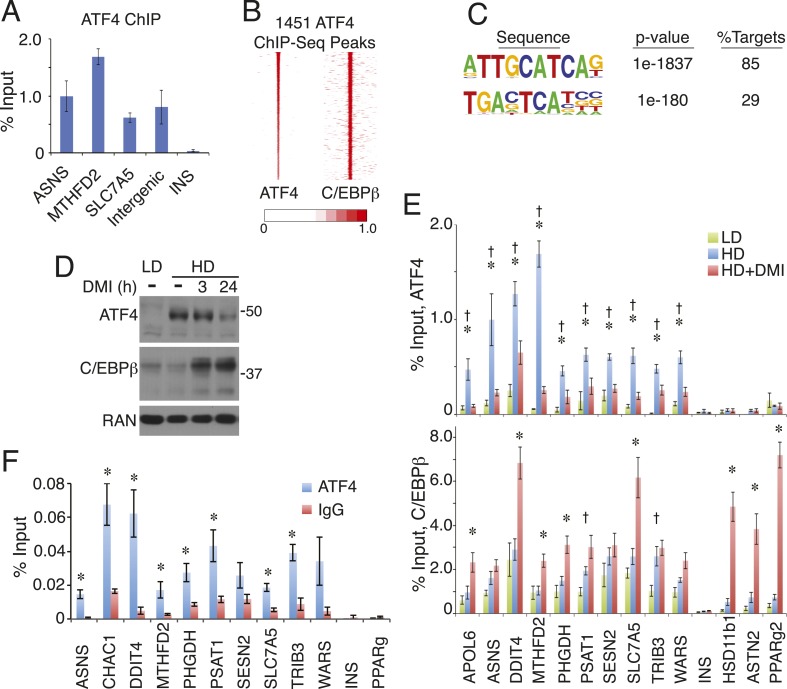
ATF4 is a density-regulated factor that binds to HD-primed enhancers as a heterodimer with C/EBPβ. (**A**) ATF4 ChIP in high density (HD) hMSCs interrogating genomic loci that contain the hybrid motif vs non-specific control (INS). (**B**) Density heat map anchored on ATF4 ChIP-seq peaks to examine co-distribution with C/EBPβ on a genome-wide scale in HD hMSCs. (**C**) De novo motif analysis of ATF4 ChIP-seq peaks. (**D**) Changes in ATF4 and C/EBPβ protein levels assessed by Western blotting during adipogenic differentiation. MW markers, 50 and 37 kDa. (**E**) Bar graphs of ATF4 (top) and C/EBPβ (bottom) occupancy at hybrid or canonical motifs in hMSCs cultured at low (green bars) or high (blue bars) seeding density in the absence of DMI or following 24 hr of treatment (red bars). *, denotes p < 0.05, Student's *t*-test comparison of HD samples with vs without DMI treatment; †, denotes p < 0.05, Student's *t*-test comparison of LD vs HD samples without DMI treatment. (**F**) Sequential ChIP of C/EBPβ followed by ATF4 or IgG to interrogate simultaneous occupancy of both factors at hybrid motifs. *, denotes p < 0.05 for a one-tailed Student's *t*-test. Error bars depict SEM. **DOI:** http://dx.doi.org/10.7554/eLife.06821.007

**Figure 3—figure supplement 1.**
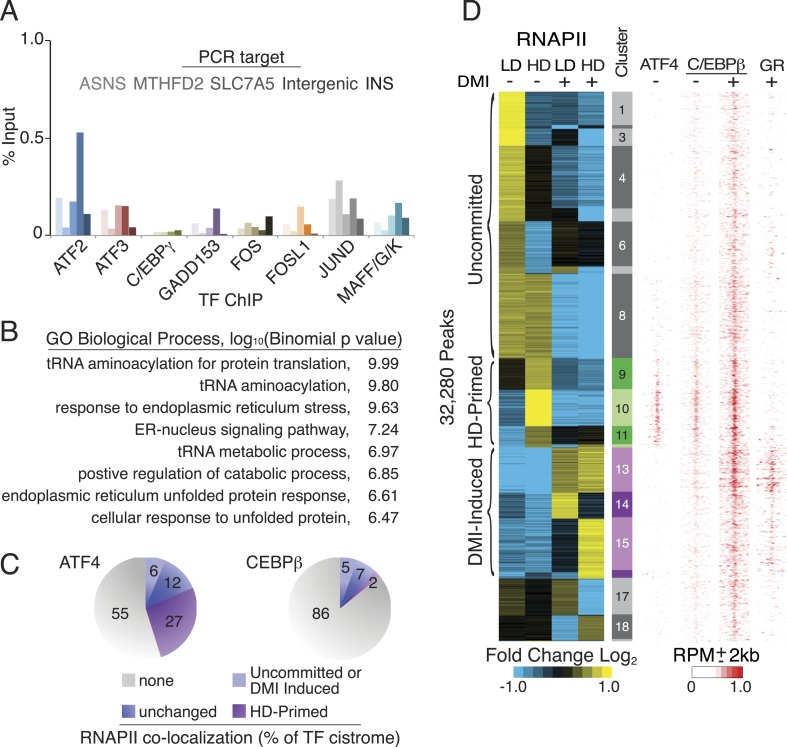
Characterization of ATF4-binding sites. (**A**) bZip TF ChIP in HD hMSCs interrogating the same genomic loci from Figure 3A. With the exception of insulin (INS), each target carries a hybrid motif and is occupied by ATF4. (**B**) Top-ranked GOs from mapping ATF4-binding sites to nearby genes. (**C**) Percent of ATF4 or C/EBPβ sites co-localized with or without RNAPII in HD hMSCs. Co-bound sites were further subdivided into those with or without changed RNAPII occupancy during adipogenesis. (**D**) Density heat map of ATF4 occupancy in HD hMSCs juxtaposed against the differential RNAPII clusters and C/EBPβ and GR datasets from Figure 1A. Heat map color bar refers C/EBPβ tracks. Maximum signal intensity set to 0.5 for GR and 0.25 for ATF4 to facilitate visualization. **DOI:** http://dx.doi.org/10.7554/eLife.06821.008

Genomic occupancy of ATF4 is associated predominantly with genes involved in tRNA aminoacylation for protein synthesis, response to endoplasmic reticulum (ER) stress, and the unfolded protein response (Figure 3—figure supplement 1B). 

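The 20 cytosolic aminoacyl-tRNA synthetase genes were taken as a fixed list. The start of 12 of them, or 60.0% (95% confidence interval 38.7 to 78.1), lay within 5 kb of an ATF4 peak of HD hMSCs without DMI, against 2.09% of protein-coding genes. None of 10000 random lists of as many genes had this many, which gives a permutation p = 1e-04, the smallest that this number of lists can give. Within 1 kb the number was again 12, and within 50 kb it was 13. The 8 genes without an ATF4 peak within 5 kb are DARS, FARSA, FARSB, HARS, KARS, QARS, RARS and VARS. The list covers a whole gene family and not the genes of the HD-primed clusters.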

ATF4 occupies sites near all of the genes observed in the HD-primed clusters that function in amino acid transport and metabolism and tRNA aminoacylation (Supplementary file 1). 

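Of the 1460 ATF4 peaks, 640 overlapped an RNAPII region of any condition, or 43.8% (95% confidence interval 41.3 to 46.4). For C/EBPβ without DMI the number was 7222 of 54168, or 13.3%, and circular shifts gave 1.40% and 1.45%. HD-primed regions took up 21.2% of ATF4 peaks, uncommitted regions 3.97%, DMI-induced regions 1.37% and unclassed regions 17.5%. The same shares of C/EBPβ peaks were 3.32%, 1.59%, 1.86% and 6.69%. The overlap with RNAPII rose to 55.9% for the ATF4 peaks at or above the median strength, the largest move among the alternatives.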

Relative to C/EBPβ, ATF4 occupies sites that are highly enriched for RNAPII, with the majority of these falling in the HD-primed clusters (Figure 3—figure supplement 1C,D). Thus, ATF4 is intimately tied to HD-primed RNAPII, implicating it in the activation of gene transcription in response to high-cell-density seeding of hMSCs. These data also imply that ATF4 abundance may be regulated by cell density. Indeed, western analysis revealed that while ATF4 levels in uncommitted LD cells were negligible, ATF4 was up-regulated in response to high-cell-seeding density (Figure 3D). Furthermore, upon addition of DMI cocktail, ATF4 expression diminished modestly at 3 hr and prominently by 24 hr. 

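Seen from the RNAPII regions, an ATF4 peak lay in 314 of the 11395 HD-primed regions, or 2.76%, against 0.782% of uncommitted and 0.173% of DMI-induced regions (two-sided Fisher's exact test of HD-primed against the others over regions of single libraries, p = 1.70e-67). When centres within 500 bp were counted, the shares of HD-primed regions and of the others were 3.07% and 0.469%. Among the uncommitted regions, those also called at HD without DMI held an ATF4 peak at 2.02% and those called at LD alone at 0.180%. From the overlap of ATF4 with RNAPII and its place in the HD-primed clusters, the paper concludes that ATF4 is tied to HD-primed RNAPII.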

As expected, C/EBPβ showed a rapid and sustained induction by DMI in hMSCs. To determine if ATF4 genomic occupancy was correlated with its abundance, we performed ChIP in cells cultured at LD or HD with or without DMI treatment. ATF4 occupancy at hybrid sites was strongly reduced in either untreated LD hMSCs or DMI-treated HD hMSCs (Figure 3E). C/EBPβ, in contrast, bound to the hybrid sites irrespective of the cell seeding conditions. Concomitant with C/EBPβ up-regulation by differentiation cocktail, a trend of increased binding was apparent in the DMI condition. These observations indicate that ATF4 protein level is modulated by signals derived from both cell density and DMI cocktail, leading to functional interaction with C/EBPβ in primed hMSCs as well as early in adipogenesis.

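The 53 ATF4 peaks of HD hMSCs that overlap no C/EBPβ peak without DMI were examined further. Of them, 32 hold TTKCATCA within 100 bp of the centre, or 60.4% (95% confidence interval 46.9 to 72.4), against 77.9% of the ATF4 peaks with C/EBPβ (two-sided Fisher's exact test over peaks of 1 library, p = 0.0044). A C/EBPβ peak with DMI lay at 17 of the 53 in the library labelled high density and at 21 in that labelled low density. Regions of high input depth were touched by 8 of the 53 and by 1 of the other 1407. Outside these regions, a comparison chosen after the result was seen, the shares with TTKCATCA were 71.1% (32 of 45) and 78.0%. They did not differ there (two-sided Fisher's exact test, p = 0.277).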

Essentially no ATF4 peaks were observed that lack co-bound C/EBPβ, suggesting heterodimer binding. To interrogate whether ATF4 and C/EBPβ can simultaneously occupy the same genomic loci, we performed sequential ChIP experiments (Figure 3F). After an initial ChIP for C/EBPβ, ATF4 binding was highly enriched relative to the IgG control at all sites containing a hybrid motif, while no such enrichment occurred at control sites where C/EBPβ binds independently of ATF4 (PPARγ) or is absent (INS). Together, the data demonstrate ATF4 is a density-dependent TF that co-localizes with HD-primed enhancers in hMSCs by targeting the hybrid motif as a heterodimer with C/EBPβ.

### Loss of ATF4 attenuates adipogenesis and cell-density-dependent transcription

To investigate whether ATF4 regulates adipocyte differentiation, we depleted its expression in primary hMSCs, and in the well-characterized mouse pre-adipocyte cell line 3T3-L1 (Figure 4A). Transient transfection with ATF4 siRNAs decreased the level of Oil Red O staining relative to controls, indicating lower lipid accumulation in the ATF4 knockdown cells (Figure 4B). In parallel, early markers of adipogenesis were decreased threefold–fourfold in ATF4 knockdown cells (Figure 4C), including the mRNAs encoding the lineage-determining TFs PPARγ2 and C/EBPα, as well as several of their downstream transcriptional targets. This deficit in adipogenic gene expression became more pronounced over time (Figure 4—figure supplement 1), and together, these data suggest that ATF4 expression is important for adipogenesis. To better define the role of ATF4, we measured genomic binding in ATF4 knockdown cells. As expected, ATF4 occupancy was significantly reduced at all sites (Figure 4D). Notably, RNAPII occupancy was diminished at all but one of the ATF4-binding sites, and most of these showed a significant reduction, indicating that ATF4 functions to recruit RNAPII. C/EBPβ binding was decreased at all sites, but reached significance at a minority, which is not surprising given that C/EBPβ can occupy these sites under conditions with little or no ATF4 binding. These data establish ATF4 as a novel density-dependent TF that transduces signals from multiple pro-adipogenic stimuli including cell density and DMI cocktail to program the activity of HD-primed enhancers and promote adipocyte differentiation.

**Figure 4.**
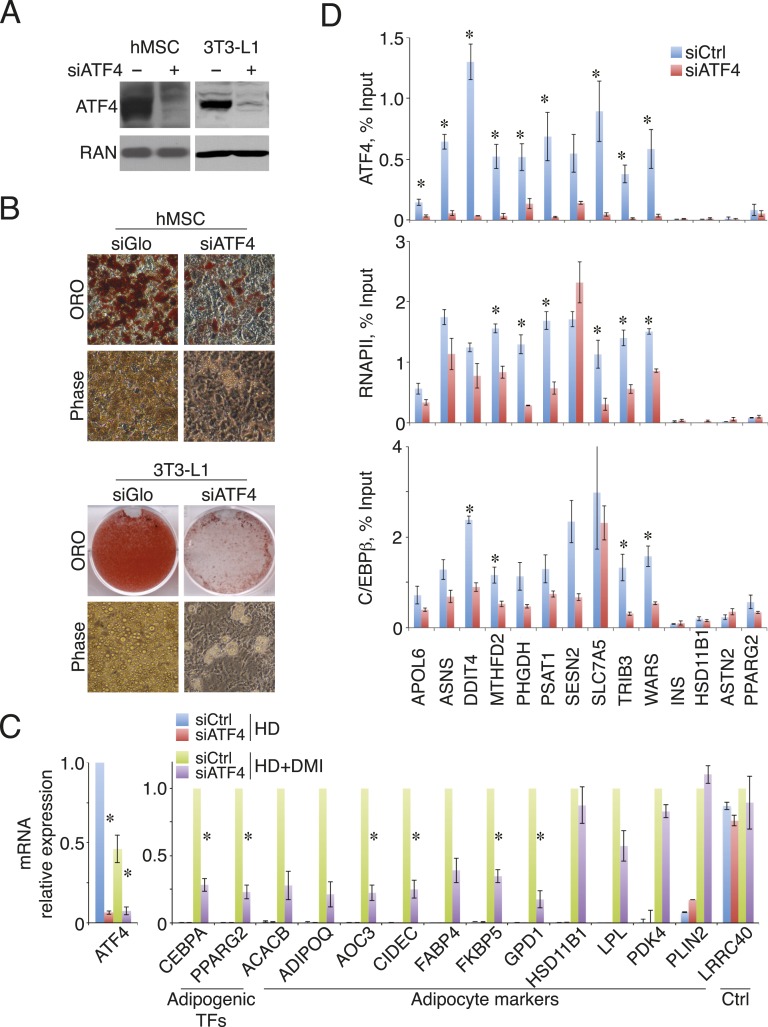
ATF4 promotes adipocyte differentiation and density-dependent transcription. (**A**) ATF4 knockdown in hMSCs and 3T3-L1 pre-adipocytes assessed by western blotting. RAN, loading control. (**B**) hMSCs (top) and 3T3-L1 cells (bottom) were transfected with siATF4 RNA duplexes or control sequences, and assessed for lipid droplet formation following 1 week of adipogenic differentiation. Top images, Oil Red O staining at the level of individual cells (hMSCs) or for an entire well of a 6-well plate (3T3-L1s). Bottom panel, phase contrast images. (**C**) HD hMSCs were transfected with control (PPIB) or ATF4 siRNAs and assayed for mRNA expression of early adipogenic markers at days 0 (HD) and 3 (HD+DMI) of differentiation. Expression was normalized to the maximum level for the control siRNA. (**D**) Changes in ATF4 (top), RNAPII (middle) and C/EBPβ (bottom) occupancy as a function of ATF4 knockdown assessed by ChIP in undifferentiated hMSCs cultured at high seeding density. *, denotes p < 0.05. Error bars depict SEM. **DOI:** http://dx.doi.org/10.7554/eLife.06821.009

**Figure 4—figure supplement 1.**
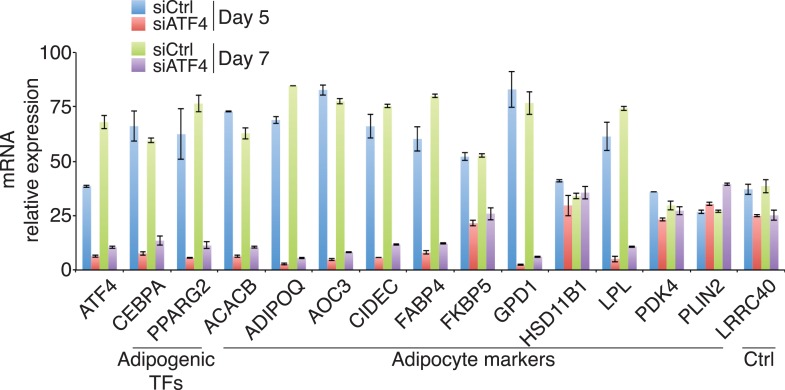
Gene expression in ATF4 knockdown cells. Adipogenic gene expression assayed following DMI treatment for 5 or 7 days of hMSCs transfected with siRNAs targeting PPIB (control) or ATF4. The average of two biological replicates is shown. Error bars denote the range of the data. **DOI:** http://dx.doi.org/10.7554/eLife.06821.010

### ATF4, C/EBPβ and the C/EBPβ-ATF4 heterodimer have distinct DNA-binding specificities

Our data suggest a model for density-dependent gene expression whereby C/EBPβ-ATF4 heterodimers activate hybrid-motif-bearing enhancers in response to increased cell density by recruiting RNAPII. This stage-specific gene expression program is driven by robust sequence-specificity of the C/EBPβ-ATF4 heterodimer, such that it preferentially occupies hybrid sequences relative to the C/EBPβ homodimer, with ATF4's genomic function tied exclusively to C/EBPβ. Whether these findings are emergent properties of the intrinsic DNA-binding specificities of ATF4, C/EBPβ and the C/EBPβ-ATF4 heterodimer or result from other mechanisms is unknown. To gain insight into this, we performed EMSA with DNA probes representing the different motifs (Figure 5A), and recombinant ATF4 and C/EBPβ purified from *Escherichia coli* to ensure homogenous preparations that lacked other potential bZip binding partners typically present in mammalian cell extracts (Figure 5B). ATF4 exhibited no detectable binding to either sequence by itself, while C/EBPβ bound both, but preferred the palindromic C/EBP motif (Figure 5C,D). Addition of recombinant ATF4 to C/EBPβ increased binding to the ATF4 motif at the lower protein concentrations (Figure 5C, lanes 4–9), indicating that ATF4 and C/EBPβ readily form heterodimers in solution as shown previously for other bZip proteins (Cao et al., 1991), and revealing that the heterodimer recognizes this sequence with higher affinity than the C/EBPβ homodimer. In contrast, ATF4 decreased C/EBPβ occupancy of the palindromic C/EBP motif (Figure 5D, lanes 1–6), suggesting that the C/EBPβ-ATF4 heterodimer has lower affinity relative to the C/EBPβ homodimer for this sequence. Similar results were obtained with a reverse titration scheme (Figure 5—figure supplement 1), and antibody controls demonstrated that ATF4 and/or C/EBPβ produce the protein-DNA complexes, further supporting these conclusions.

**Figure 5.**
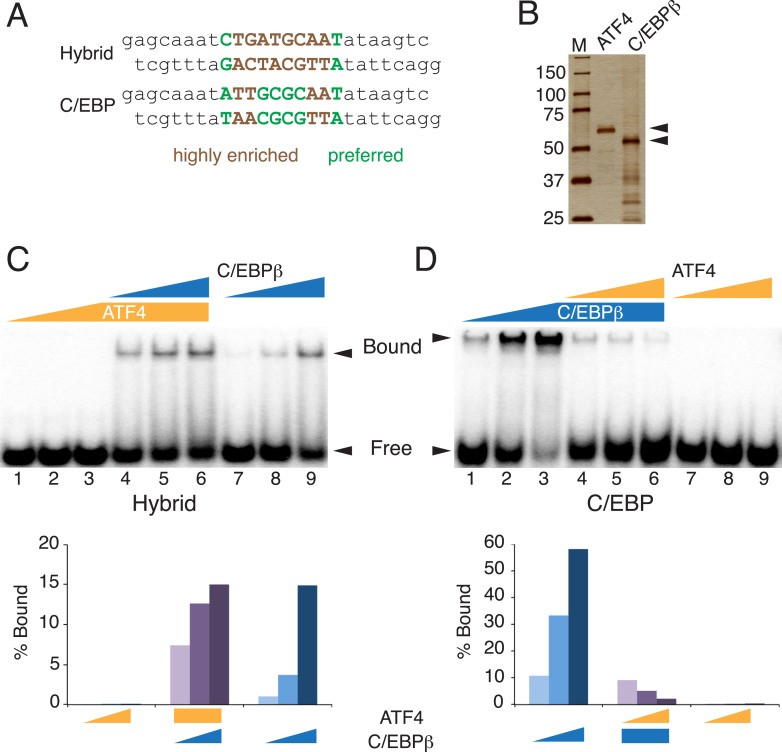
Distinct DNA-binding activities for ATF4, C/EBPβ and the C/EBPβ-ATF4 heterodimer. (**A**) EMSA probe design for the hybrid and C/EBP sequences. Motifs are capitalized. (**B**) Silver-stained SDS-PAGE of recombinant his-tagged ATF4 and C/EBPβ. Arrowheads indicate the expected MWs for the tagged constructs. (**C** and **D**) EMSA titration of ATF4 (10, 30 and 90 μM) and C/EBPβ (100, 300 and 900 nM) with 0.25 nM of either the hybrid (**C**) or C/EBP (**D**) radiolabeled probe. Bar graphs show phosphoimager-based quantification of bound complexes relative to free probe. **DOI:** http://dx.doi.org/10.7554/eLife.06821.011

**Figure 5—figure supplement 1.**
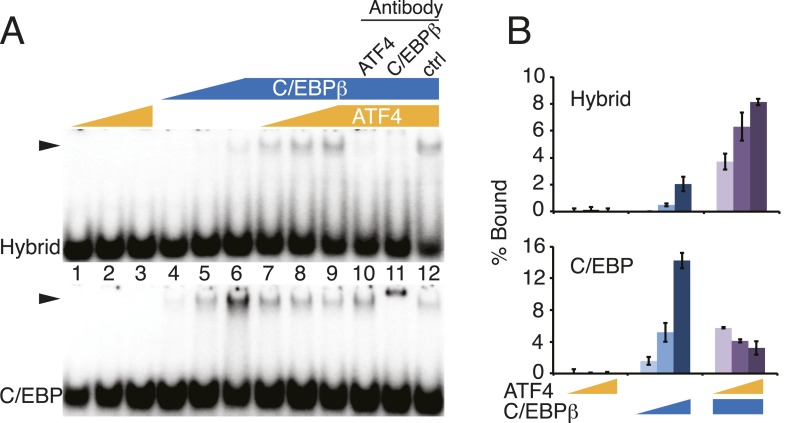
DNA-binding activities for ATF4, C/EBPβ and the C/EBPβ-ATF4 heterodimer. (**A**) EMSA titration of ATF4 (2, 6 and 18 μM) and C/EBPβ (50, 150 and 450 nM) with 0.25 nM of either the hybrid (upper) or C/EBP (lower) radiolabeled probe. Antibody controls show a supershift for the C/EBPβ homodimer, however are inhibitory for DNA binding by the C/EBPβ-ATF4 heterodimer. Antibodies were added to recombinant proteins prior to the addition of probe. Arrowheads indicate gel–shift complexes. (**B**) Bar graphs quantifying probe binding from two independent EMSA experiments; error bars depict the data range. **DOI:** http://dx.doi.org/10.7554/eLife.06821.012

To extend our findings beyond two synthetic DNA templates, we tested the DNA-binding specificities of C/EBPβ and ATF4 to native sequences comprising the entire human genome. Genomic DNA was purified from hMSCs, stripped of protein, and sonicated to a relatively homogenous population of 250 bp fragments. Akin to EMSA, recombinant TFs and isolated DNA were interrogated via solution phase binding. Samples were processed subsequently in a manner similar to ChIP-seq using immunoprecipitation to isolate non-crosslinked protein-DNA complexes followed by analysis of bound DNA by next generation sequencing. 

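In the in vitro cistromics assay (IVC), recombinant C/EBPβ was added at 0.1, 0.25, 1 or 10 μl to sheared genomic DNA of hMSCs and recovered with an antibody to C/EBPβ, with 1 library per amount. The paper gives the molarity in the binding reaction as about 60 nM for 0.1 μl and 600 nM for 1 μl. The authors processed the reads as for ChIP-seq and called peaks in each library with HOMER. The libraries hold 16.3, 12.0, 33.5 and 37.3 M tags from the lowest amount to the highest, again from the steps between the strengths. The weakest called peak has 5.5, 5.0, 3.3 and 2.7 tags per 10 M in that order, so the lists do not reach the same strength. Peaks are 178 to 236 bp wide, with a single width per list.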

A similar in vitro cistromics assay (IVC) has successfully examined TF binding with *Drosophila* components (Guertin et al., 2012). Here, we interrogated how TF concentration and dimerization state affect genomic occupancy in the absence of the confounding effects encountered in cells.

Titration of C/EBPβ over two orders of magnitude produced cistromes with robust peaks (Figure 6A) that scaled with protein amount (Figure 6B). 

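From 0.1 μl to 10 μl of C/EBPβ the lists hold 99758, 240362, 426325 and 621014 peaks. Each step therefore added peaks. Because the weakest strength called differs between the lists, the peaks were also counted above a strength that every list reaches, 0.55 RPM, an alternative added after the values were seen. The numbers were then 99758, 240359, 333614 and 425693. The strongest peak of each list has 486, 285, 119.6 and 96.5 tags per 10 M in the same order.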

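Peaks of at least 1 RPM number 74882 at 0.1 μl, 169672 at 0.25 μl, 177116 at 1 μl and 159019 at 10 μl of C/EBPβ. The number depends on the threshold, with 366529 and 476609 peaks at 1 and 10 μl for at least 0.5 RPM, and 22915, 66813, 63929 and 14308 peaks from the lowest amount to the highest for at least 2 RPM. As a share of all tags, RPM falls at a site when the tags of a library spread over more sites, so the counts above a fixed RPM are not independent of the number of sites. Within the list of 10 μl, 80529 peaks overlap a peak of all 3 lower amounts and have a median strength of 1.29 RPM. The 251869 peaks that overlap none of the lower lists have a median of 0.54 RPM, and 2965 of them, or 1.18% (95% confidence interval 1.14 to 1.22), exceed the median of the shared ones.

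**Figure D3:**
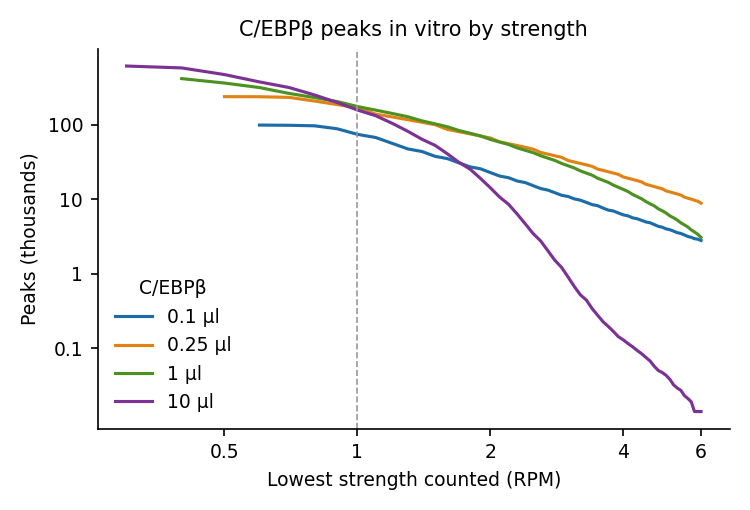
Number of C/EBPβ peaks in vitro, in units of 1000 on a logarithmic vertical axis, at or above a strength in RPM on a logarithmic horizontal axis, for 0.1, 0.25, 1 and 10 μl of C/EBPβ, with a dashed line at 1 RPM. Near 1 RPM the lines of 0.25, 1 and 10 μl come together, at 169672, 177116 and 159019 peaks, and at 2 RPM the line of 10 μl is the lowest of the 4, at 14308 peaks.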

The total number of bound sites exceeding a 1 RPM threshold plateaued near the low end of the C/EBPβ titration, and gained sites at the upper end of the titration had lower binding strength (Figure 6C), indicating that the addition of more protein drives binding to low-affinity DNA sites. 

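Among the 1000 strongest C/EBPβ peaks of the 0.1 μl list, 67.2% (95% confidence interval 64.2 to 70.04) held TTGCNNAA within 100 bp of the centre, against 41.9% of the 1000 weakest (two-sided Fisher's exact test over peaks of 1 library, p = 5.25e-30). At 1 μl the shares were 61.9% and 31.2% (exact test, p = 1.67e-43), and at 10 μl 49.0% and 28.4% (p = 3.26e-21). A window of 200 bp on each side moved the share of the weakest peaks of 0.1 μl most, to 53.3%, with 700 of the 1000 strongest. For the 500 strongest and 500 weakest peaks of that list the shares were 65.2% and 42.6%.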

In support of this, de novo motif analyses revealed stronger enrichment of the C/EBP motif at the top-ranked sites (Figure 6D). Yet, the C/EBP motif was the top-ranked sequence for both the strongest and weakest sites, indicating appropriate specificity for the C/EBPβ homodimer even at the higher protein levels. 

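Windows 2 kb upstream of the peaks hold TTGCNNAA at 11.6% for 0.1 μl and at 11.4% for 1 μl and 10 μl, below the weakest 1000 peaks of each list. TTKCATCA was also more frequent at the strongest than at the weakest 1000 peaks, at 18.4% against 13.0% for 0.1 μl (two-sided Fisher's exact test over peaks, p = 0.0011), 21.4% against 9.5% for 1 μl (p = 1.60e-13) and 24.6% against 9.8% for 10 μl (p = 1.07e-18). Over the whole lists TTGCNNAA fell from 49.5% at 0.1 μl through 42.9% and 38.2% to 34.2% at 10 μl. From the presence of the C/EBP motif at the weakest sites, the paper concludes that the homodimer keeps its specificity at the higher protein levels.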

We anticipated that the number of C/EBPβ-binding sites observed in vitro would exceed that found in cells due to the removal of accessibility barriers imposed by chromatin. To test this, we examined the level of histone H3 lysine 27 acetylation (H3K27ac), a marker of active transcription and open chromatin (Rada-Iglesias et al., 2011; Stasevich et al., 2014), in hMSCs at regions bound by C/EBPβ (Figure 6—figure supplement 1A). 

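Of the 54168 C/EBPβ peaks of HD hMSCs without DMI, 13140 overlapped a peak of the 0.1 μl list, or 24.3% (95% confidence interval 23.9 to 24.6), where circular shifts gave 1.46%. The share was 35.4% for 0.25 μl, 45.6% for 1 μl and 44.2% for 10 μl, with 3.05%, 5.65% and 7.85% by shifts. In the other direction, 86618 of the 99758 peaks of the 0.1 μl list had no C/EBPβ peak in these cells, and 13.2% had one. For 10 μl, 3.85% of the peaks had one. Peaks of at least the median strength in both lists overlapped at 17.8%, the largest move among the alternatives for 0.1 μl. By quintile of strength in the cells, the share found with 0.1 μl was 24.7% in the weakest, 22.5%, 22.1% and 22.9% in the next ones and 29.0% in the strongest.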

Unlike sites occupied in hMSCs, the in-vitro-specific sites have little or no H3K27ac in cells, suggesting that they reside in inactive chromatin. Taken together, these results demonstrate that vitro cistromics interrogates protein-DNA specificity effectively.

**Figure 6.**
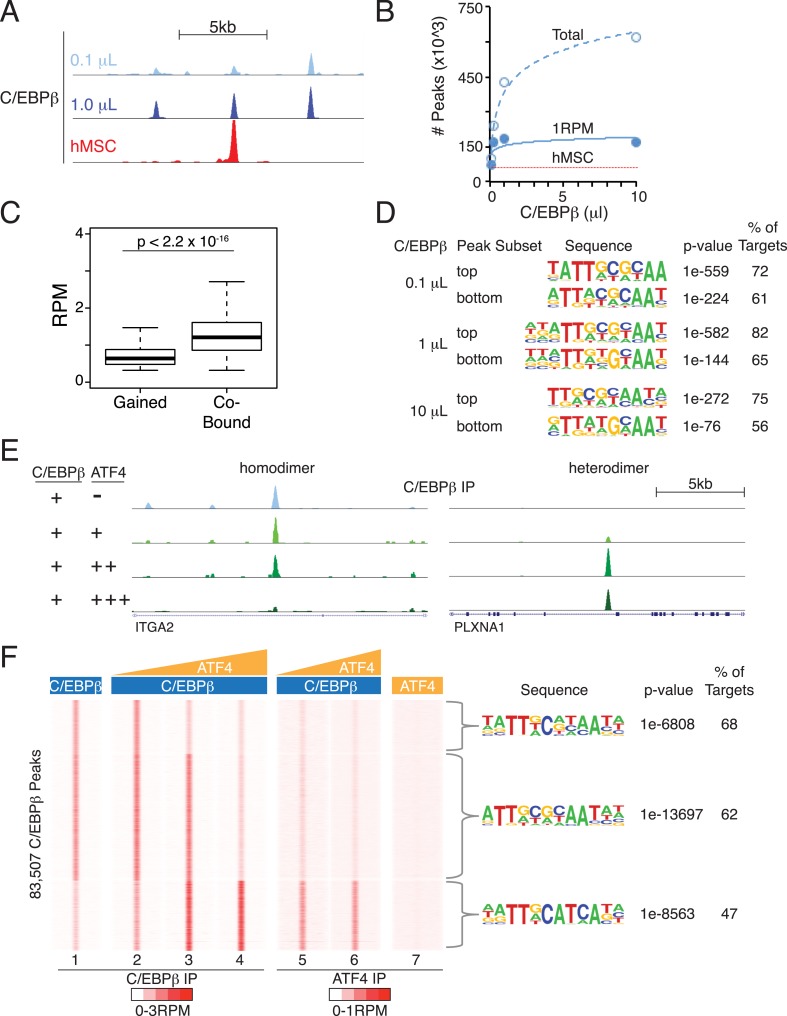
Heterodimer formation with C/EBPβ is necessary for ATF4 binding and is sufficient to alter C/EBPβ-sequence specificity. (**A**) Browser shot comparing C/EBPβ peaks from the in vitro cistromics assay (IVC) and hMSC ChIP-seq. 0.1 and 1 μl C/EBPβ molarity equivalents in the initial binding reaction are ∼60 and 600 nM, respectively. Tracks are RPM normalized, y-axes scaled from 0–3 (in vitro) and 0–5 (hMSC). (**B**) In vitro ChIP-seq peaks total vs a 1 RPM threshold, plotted as a function of C/EBPβ titration (0.1, 0.25, 1 and 10 μl). Total C/EBPβ peaks found in hMSCs (red line) is included for point of comparison. (**C**) Box plot of peak strength in the 10 μl C/EBPβ cistrome comparing gained vs co-bound sites. The co-bound fraction met a 0.5 RPM threshold in all C/EBPβ homodimer cistromes. (**D**) Motif enrichment for the strongest- and weakest-1000 sites of the C/EBPβ cistromes. (**E**) Browser shots of C/EBPβ peaks upon titration of ATF (0.1, 1 and 10 μM) with C/EBPβ (60 nM). Tracks are RPM normalized, 0–3 RPM scale on the left panel, 0–20 RPM on the right. (**F**) K-means clustered density heat maps of C/EBPβ occupancy as a function of ATF4 titration. Titration of ATF4 (0.1, 1 and 10 μM, C/EBPβ IP; 1 and 10 μM, ATF4 IP) with C/EBPβ (60 nM) is indicated. ATF4 homodimer binding was examined with 250 μM protein. Peaks thresholded to meet 1 RPM in at least two C/EBPβ cistromes. Three discrete clusters were identified and the de novo motif enrichment was based on all sites in each cluster. **DOI:** http://dx.doi.org/10.7554/eLife.06821.013

**Figure 6—figure supplement 1.**
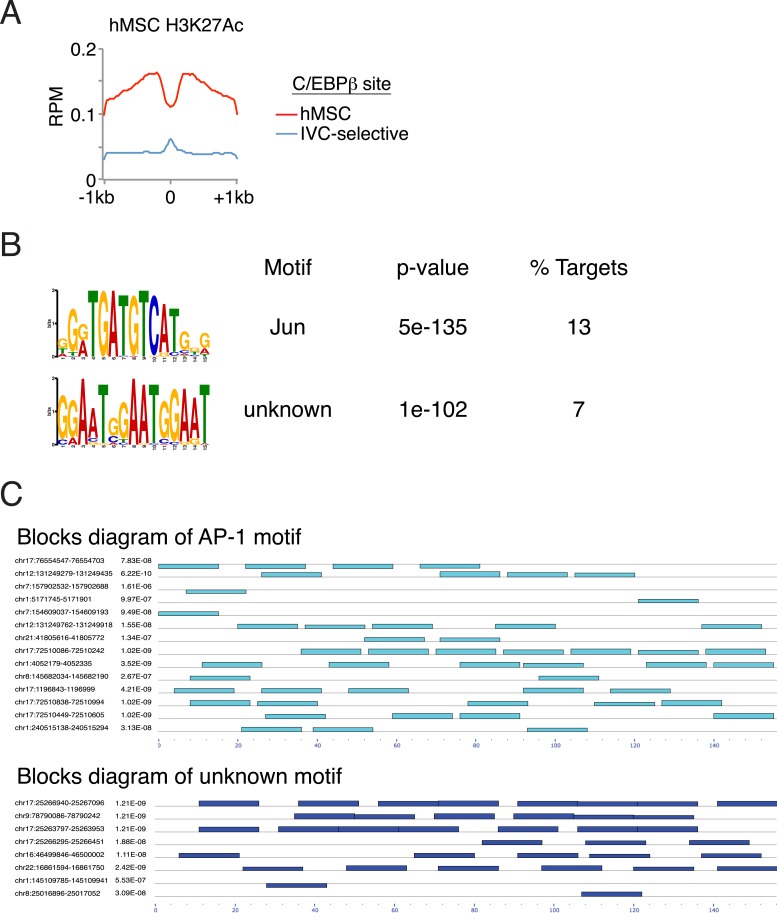
Characterization of binding associated with either in vitro-selective C/EBPβ sites or ATF4 homodimers. (**A**) Average profile plot of H3K27ac in hMSCs at sites bound by C/EBPβ in hMSCs or in vitro only (0.1 μl cistrome). (**B**) De novo motif enrichment at 111 peaks identified in the ATF4 homodimer cistrome. Top two motifs shown. (**C**) Blocks diagram showing multimerization of motifs at ATF4 homodimer peaks. **DOI:** http://dx.doi.org/10.7554/eLife.06821.014

To investigate the effects of heterodimerization on the global genomic distribution of C/EBPβ, we titrated ATF4 into the IVC. 

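For the titration, C/EBPβ was kept at 0.1 μl (about 60 nM) and recombinant ATF4 was added at 0.1, 1 or 10 μM, with 1 library each after recovery with the antibody to C/EBPβ. At 1 and 10 μM, ATF4 was also recovered with its own antibody, and ATF4 alone was used at 250 μM. The sample labels give volumes of 0.002, 0.02 and 0.2 μl of ATF4, which were matched to the molarities of the paper by their 10-fold steps. The C/EBPβ IP holds 122181 peaks from 15.2 M tags at 0.1 μM, 84211 peaks from 10.4 M at 1 μM and 86339 peaks from 20.7 M at 10 μM. The ATF4 IP holds 6331 peaks from 9.1 M tags at 1 μM and 19105 peaks from 24.4 M at 10 μM. The list of ATF4 alone has 111 peaks, too few for its depth to be read from the strengths.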

Upon addition of ATF4, C/EBPβ exhibited reduced occupancy of C/EBPβ-homodimer sites and de novo binding at sites not represented in the homodimer cistromes generated with higher C/EBPβ concentrations (Figure 6E and Figure 6F, tracks 1–4). 

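Of the 99758 C/EBPβ peaks of 0.1 μl without ATF4, 71.9% were called again with 0.1 μM ATF4, 52.2% with 1 μM and 39.8% (95% confidence interval 39.5 to 40.1) with 10 μM, where circular shifts gave 2.06%, 1.43% and 1.45%. With 10 μM ATF4, 11332 of the 86339 C/EBPβ IP peaks, or 13.1%, overlapped no peak of any of the 4 lists of C/EBPβ alone and were taken as induced. At 1 μM there were 3696 of 84211, or 4.39%, and at 0.1 μM 2962 of 122181, or 2.42%. The definition moved this share most, to 54.0% when only the 0.1 μl list was excluded. In intron 1 of ITGA2, where the paper shows a browser view, a peak on chromosome 5 from 52319836 to 52320071 holds TTGCGCAA and has 4.30 RPM without ATF4 and 4.27, 3.95 and 0.92 RPM in the lists of 0.1, 1 and 10 μM. In intron 9 of PLXNA1, a peak of the list of 10 μM ATF4 on chromosome 3 from 126730257 to 126730504 holds TTGCATCA at 126730375 in GRCh37 and has 24.0 RPM. The same peak holds TTGCCGAA, a match of TTGCNNAA, at 126730390. The lists of 0.1 and 1 μM have 6.5 and 32.7 RPM there, and the ATF4 IP has a peak at 1 μM and none at 10 μM. Without ATF4 it has no peak of 0.1 μl and a peak of 0.51 RPM in the list of 10 μl. The place in PLXNA1 therefore falls outside the induced sites as defined here.

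**Figure D4:**
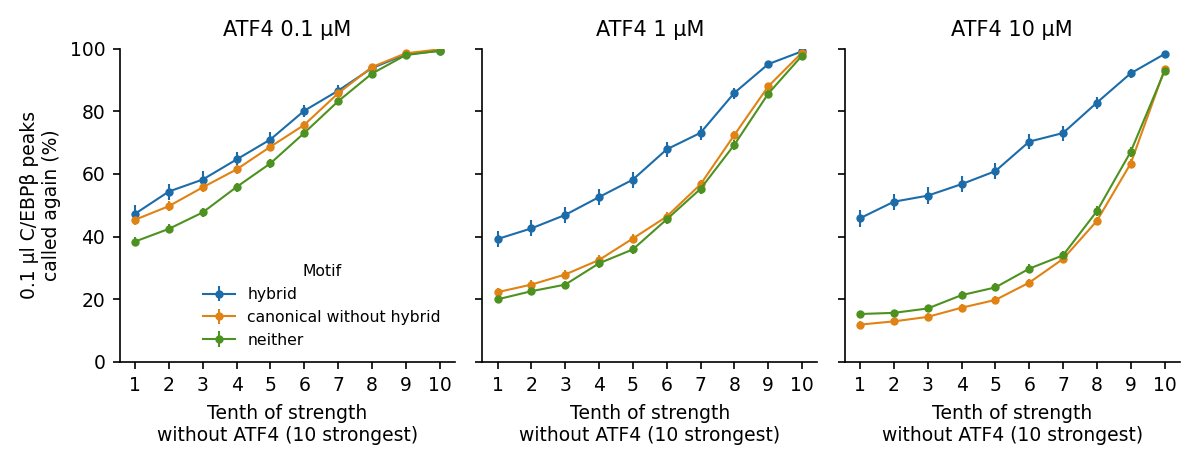
Percentage of the C/EBPβ peaks of 0.1 μl that were called again with 0.1, 1 or 10 μM ATF4, on the vertical axis, by decile of their strength without ATF4 on the horizontal axis, from 1 for the weakest to 10 for the strongest, with bars for the 95% confidence interval. Lines give peaks with TTKCATCA, peaks with TTGCNNAA and no TTKCATCA, and peaks with neither, and with 10 μM ATF4 they lie at 69.2%, 36.8% and 32.7% over all strengths. The order of the last pair is the reverse from decile 1 (11.9% against 15.3%) to decile 9 (63.3% against 67.1%). In decile 10 it is 93.4% against 92.9%.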

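The ATF4 IP was compared with the C/EBPβ IP at the same amount of ATF4. At 10 μM, 1010 of the 11332 induced sites had an ATF4 IP peak, or 8.91% (95% confidence interval 8.40 to 9.45), against 8576 of the 39680 C/EBPβ IP peaks that were also in the 0.1 μl list, or 21.6% (two-sided Fisher's exact test over peaks of single libraries, p = 7.19e-233). At 1 μM the shares were 2.54% and 6.69% (exact test, p = 1.02e-28). The order depended on how induced sites were defined. Under the threshold of Figure 6F, with sites of at least 1 RPM in 2 of the 4 C/EBPβ IP lists and induced where under 1 RPM without ATF4, a definition added after the values were seen, 35.7% of the 14827 induced sites and 30.1% of the 23795 others had an ATF4 IP peak at 10 μM (exact test, p = 7.96e-30). Under the same definition the shares at 1 μM were 5.25% and 7.14% (exact test, p = 7.75e-21). Merged in that way, the 4 lists hold 83788 sites.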

Induced C/EBPβ-binding sites displayed parallel enrichment for ATF4 occupancy (tracks 5 and 6). Motif analysis showed robust enrichment of the hybrid motif at these sites, reproducing the exquisite specificity mapped in the hMSC ATF4 cistrome. 

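TTKCATCA lay at 4063 of the 11332 sites induced by 10 μM ATF4, or 35.9% (95% confidence interval 35.0 to 36.7), against 25.8% of the C/EBPβ IP peaks also in the 0.1 μl list (two-sided Fisher's exact test over peaks of single libraries, p = 9.22e-95). At 1 μM the shares were 33.4% and 18.7% (exact test, p = 4.68e-92). At 0.1 μM they were 16.0% and 15.2%, which did not differ (exact test, p = 0.22), whereas under the threshold of Figure 6F they were 28.5% and 15.2% (p = 1.32e-272). TTGCNNAA was less frequent at induced sites, at 11.6% against 48.6% for 10 μM, 17.5% against 52.6% for 1 μM and 31.8% against 52.7% for 0.1 μM (exact test, p = 4.39e-112 for the last). The definition favours this order, so it is not read as an effect of ATF4. Induced sites exclude all peaks of C/EBPβ alone, and the other group overlaps the 0.1 μl list, which holds TTGCNNAA at 49.5%. Windows 2 kb upstream of the C/EBPβ IP peaks at 10 μM hold it at 11.7%. Over all C/EBPβ IP peaks TTKCATCA rose from 14.4% without ATF4 to 15.3%, 22.4% and 32.1% as ATF4 was raised. In the ATF4 IP it lay at 44.6% of peaks at 1 μM and 57.4% at 10 μM.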

Remarkably, ATF4 by itself exhibited no detectable binding to these regions (track 7), demonstrating that its interaction with the genome is exclusively heterodimeric. 

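A peak of ATF4 alone lay at 4 of the 11332 sites induced by 10 μM ATF4 (0.0353%, 95% confidence interval 0.0137 to 0.0907). Of the 111 peaks of ATF4 alone, 37 overlapped a peak of the ATF4 IP with C/EBPβ and 10 μM ATF4, 36 a peak of the C/EBPβ IP at that amount and 25 a peak of C/EBPβ alone at 0.1 μl. Circular shifts of the ATF4 IP list gave 0.162% of the 111 peaks. The strongest peaks of ATF4 alone lie in intron 13 of DNAH17 on chromosome 17 from 76554548 to 76554703 (5.71 RPM), and outside genes on chromosome 12 from 131249280 (4.92 RPM), on chromosome 5 from 26864249 (4.74 RPM) and on chromosome 10 from 110866469 (3.77 RPM), and the fifth in intron 10 of PTPRN2 on chromosome 7 (3.27 RPM). None of these 5 peaks holds TTKCATCA on either strand, or TTGCNNAA on the forward strand, the only one searched for it here. From the lack of signal for ATF4 alone at the induced sites, the paper concludes that ATF4 interacts with the genome as a heterodimer.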

In total, we identified 111 peaks in the ATF4 homodimer cistrome, and these were enriched for multimers of a c-JUN motif (Figure 6—figure supplement 1B,C). These rare sites are not occupied by ATF4 in hMSCs, revealing that homodimeric binding by ATF4 may not be physiological. Together, the EMSA and in vitro cistromics experiments demonstrate that the DNA-binding properties of ATF4 and C/EBPβ are sufficient to reconstitute their sequence specificities observed in cells.

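Among the 111 peaks of ATF4 alone, 17 held TGATGTCA, the JUN-like sequence that was searched after the lists had been examined, and none of the windows 2 kb upstream did. Of these 17 peaks, 16 held it at least 2 times, with up to 8 matches in a peak. TGACGTCA lay at 7 peaks, at least 2 times in 2 of them. TTKCATCA lay at 5 peaks, or 4.5% (95% confidence interval 1.94 to 10.1), and in no peak more than once. TTGCNNAA lay within 100 bp of the centre of 13 peaks, or 11.7%, close to the 10.8% of the background windows.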

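Of the 111 peaks of ATF4 alone, 1 overlapped an ATF4 peak of HD hMSCs without DMI (0.901%, 95% confidence interval 0.159 to 4.93), and 2 overlapped a C/EBPβ peak of these cells. Circular shifts of the ATF4 list gave 0 on average. Among the peaks of ATF4 alone at or above the median strength, none overlapped an ATF4 peak of the cells at or above the median strength there.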

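Of the 1460 ATF4 peaks of HD hMSCs, 350 overlapped a peak of the ATF4 IP in vitro with 10 μM ATF4, or 24.0% (95% confidence interval 21.9 to 26.2), and 136, or 9.32%, with 1 μM, where circular shifts gave 0.190% and 0.0596%. The C/EBPβ IP with 10 μM ATF4 held 43.8% of them and C/EBPβ alone at 0.1 μl held 18.8%. From the side of the in vitro lists, 1.83% of the 19105 ATF4 IP peaks at 10 μM and 2.15% of the 6331 at 1 μM had an ATF4 peak in the cells. With peaks at or above the median strength in both lists, the share of ATF4 peaks found in the ATF4 IP at 10 μM was 18.3%.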

## Discussion

Our data reveal that C/EBPβ controls distinct gene expression programs in hMSCs at different stages of adipogenesis (Figure 7). Prior to treatment with DMI cocktail, high seeding density induces ATF4, which heterodimerizes with C/EBPβ, driving a unique set of genes that may prime hMSCs into a pre-adipocyte state. In contrast, in response to exogenous adipogenic signals, C/EBPβ activates a different set of genes, in part by co-localizing with GR. GR promotes adipocyte differentiation in mouse cells (Steger et al., 2010; Asada et al., 2011), and its association with induced genes during early hMSC adipogenesis suggests that it functions similarly in human cells.

**Figure 7.**
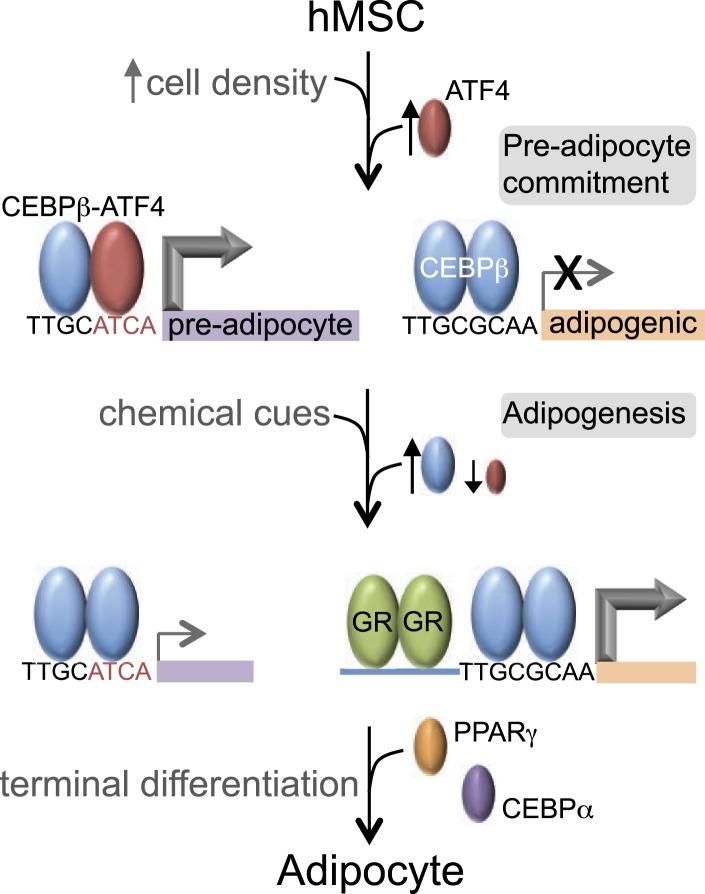
C/EBPβ controls distinct gene expression programs in hMSCs. Cell density regulates ATF4 expression to control C/EBPβ-ATF4 heterodimer formation. Prior to DMI treatment, heterodimer binding to hybrid motifs promotes a gene expression program priming hMSCs for adipogenesis. In this basal state, C/EBPβ is a poor transcriptional activator. In response to DMI, ATF4 level decreases, C/EBPβ level and GR activity increase. C/EBPβ initiates a program of transcription at new genes to orchestrate adipocyte differentiation with cooperating factors such as GR. **DOI:** http://dx.doi.org/10.7554/eLife.06821.015

This study identifies ATF4 as a cell density sensor that links the physical and chemical requirements for adipogenesis. High cell density has long been known to be an important condition for adipocyte differentiation in vitro (Green and Kehinde, 1975; Pittenger et al., 1999; McBeath et al., 2004; Cristancho et al., 2011). It is likely that a combination of cues is required in tissue microenvironments supporting adipogenesis in vivo. ATF4 joins a small, yet growing list of TFs that confer adipogenic competency. A major block in identifying TFs controlling the formation of pre-adipocyte cells is the lack of molecular markers distinguishing naïve hMSCs from committed pre-adipocytes. Nevertheless, several candidate TFs have been identified in murine cell culture models. ZFP423 is expressed almost exclusively in adipogenic fibroblasts, and is necessary for adipocyte differentiation in vitro and for the development of adipose tissue in mice (Gupta et al., 2010). TCF7L1 promotes commitment of 3T3-L1 fibroblasts to a pre-adipocyte state in response to cell confluency (Cristancho et al., 2011). KAISO, in contrast, represses pre-adipocyte differentiation by recruiting the co-repressor SMRT to promoters (Raghav et al., 2012). Each of these studies marks an important advance in understanding pre-adipocyte biology, yet it remains unclear as to how, or if, these pre-adipocyte TFs functionally interact with each other or with the TFs responding to adipogenic signals. Here, the identification of the C/EBPβ-ATF4 heterodimer points to a mechanism that connects adipogenic competency and early differentiation through the sharing of C/EBPβ.

Mice lacking ATF4 are lean and resist diet-induced obesity, although they have adipose tissue (Masuoka and Townes, 2002; Yang et al., 2004; Seo et al., 2009). Our demonstration of a role for ATF4 in adult stem cell adipocyte differentiation suggest that this regulatory mechanism could be especially relevant in adult adipose tissue, consistent with the recent demonstration that adipogenesis occurs via distinct cell lineages during development vs adulthood (Jiang et al., 2014). Depletion of ATF4 in 3T3-L1 cells blocks adipocyte differentiation (Yu et al., 2014). ATF4 is also required for the development of blood and bone cell lineages (Masuoka and Townes, 2002; Yang et al., 2004; Seo et al., 2009). It is of interest to note that ATF4 plays a central role in handling ER stress induced by amino acid imbalance (Harding et al., 2003; Kilberg et al., 2009), and accumulating evidence indicates that ER stress pathways couple obesity to other metabolic dysfunctions such as diabetes (Ozcan et al., 2004; Scheuner and Kaufman, 2008), suggesting that ATF4 may regulate lipid and carbohydrate metabolism. Our observation that ATF4 regulates similar biological processes in hMSCs primed for differentiation may suggest an anticipatory response to meet an increased demand for protein synthesis during adipogenesis.

The binding profiles of ATF4 and C/EBPβ in hMSCs can be explained by the inherent sequence specificities of the homo- and heterodimeric complexes. First, genomic binding of ATF4 requires heterodimerization with C/EBPβ. While elegant biochemical studies have demonstrated the propensity of ATF4 and C/EBPβ to heterodimerize (Vinson et al., 1993), early studies also reported DNA-binding activity for ATF4 homodimers at palindromic cyclic AMP response elements (CREs) (Vinson et al., 1993; Podust et al., 2001). In this light, our finding of a paucity of ATF4 homodimeric sites is unexpected, and indicates that while such interactions may be detectable when the relative concentration of the motif is high, the affinity of ATF4 homodimers for the CRE sequence is insufficient to produce binding in cells, or in vitro when a large amount of competitor DNA is present. In support of these coclusions, PBM-based assays failed to identify a robust motif for ATF4 homodimers (Weirauch et al., 2014), whereas HT-SELEX assays showed robust sequence preference of ATF4 for hybrid motifs (Jolma et al., 2013).

The IVC demonstrates that C/EBPβ and ATF4 target distinct DNA half sites, TTRS and TGAT, respectively. The relative plasticity of C/EBPβ homodimer in accommodating multiple DNA sequence variants is borne out in vivo, as the top motif associated with the cellular C/EBPβ cistrome shows considerable degeneracy at the −1 and −2 positions. In contrast, the C/EBPβ-ATF4 heterodimer is restricted to hybrid motifs of two inverted half-sites, TTRSATCA. Thus the biochemical properties of the heterodimer are sufficient to explain the nearly 1:1 correspondence between ATF4 binding and the presence of hybrid motifs in vivo. Interestingly, ATF4 heterodimerizes with the C/EBP related protein, CHOP, in the context of ER stress to bind hybrid motifs (Han et al., 2013), suggesting that while heterodimerization is required for DNA binding, the specific C/EBP partner can vary in different biological contexts.

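In vitro, the 1128 ATF4 peaks of HD hMSCs that hold TTKCATCA were compared with the lists of C/EBPβ alone, a comparison added after the lists had been examined. A C/EBPβ peak lay at 229 of them with 0.1 μl, or 20.3% (95% confidence interval 18.1 to 22.7). The share was 34.9% with 0.25 μl, 45.9% with 1 μl and 46.4% with 10 μl. With C/EBPβ at 0.1 μl, adding ATF4 at 0.1, 1 and 10 μM gave 30.0%, 36.9% and 45.7%. The libraries differ in depth and in the weakest peak they reach, which were not equalized for these shares.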

C/EBPβ homodimers bind to hybrid sequences with low affinity relative to the C/EBPβ-ATF4 heterodimer, and this interaction requires elevated protein concentrations. DMI-treated hMSCs show persistent occupancy of the hybrid sites by C/EBPβ despite low ATF4 levels. 

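With DMI, a C/EBPβ peak lay at 1019 of the 1128 ATF4 peaks that hold TTKCATCA, or 90.3% (95% confidence interval 88.5 to 91.9), in the library labelled high density, and at 1076, or 95.4%, in that labelled low density. Without DMI the number was 1096, or 97.2%. Over all 1460 ATF4 peaks the shares with DMI were 89.0% and 94.2%. The ATF4 peaks are those of HD hMSCs before DMI, and the lists show whether C/EBPβ was called at these places after 6 h, not how occupancy changed at each.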

An interesting possibility is that persistent binding is attributable to the elevated C/EBPβ concentrations in differentiating cells, however the effects of DMI-induced post-translational modification of C/EBPβ on homodimer binding cannot be excluded. Notably, robust RNAPII recruitment at hybrid sites was observed in cells only in the presence of ATF4. Thus, hetero vs homodimeric binding may have important consequences for licensing transcription activity, especially under conditions where the basal activity of C/EBPβ is limiting, possibly due to associated repressor complexes (Wiper-Bergeron et al., 2003; Raghav et al., 2012).

Our findings may have broad impact on the understanding of bZip TFs that readily form different dimer pairs (Vinson et al., 2002; Newman and Keating, 2003; Reinke et al., 2013), as well as TF families using other structural domains for the formation of homo- and heterodimeric protein complexes. By analogy with the C/EBPβ-ATF4 heterodimer, other C/EBPβ-bZip heterodimers may selectively recognize non-degenerate DNA sequences, which could illuminate fundamental rules governing their operation on a genome scale, and help to explain discrepancies between the palindromic C/EBP motif identified in vitro (Jolma et al., 2013; Weirauch et al., 2014) and the ChIP-seq motif with substantial variation at the central positions. Consistent with this paradigm, heterodimers displaying greatest affinity for TGACGCAA, which differs from the C/EBPβ-ATF4 motif by single T/C substitution at the fourth position, were observed through forced expression of C/EBPα with either c-JUN or c-FOS (Hong et al., 2011) and inferred from DNase I footprinting in 3T3-L1 cells (Siersbæk et al., 2014a). We propose that the degenerate C/EBP motif observed in cells results from the binding of different homo- and heterodimeric protein complexes with distinct sequence specificities. Because C/EBP proteins are widely expressed with additional bZip family members, determining how they target the genome is critical to understanding their control of basic processes including cell growth and development.

## Materials and methods

### Experimental procedures

#### Cell culture and reagents

hMSCs were obtained from Lonza and maintained in low glucose Dulbecco's modified Eagle's medium containing supplemented with 10% fetal bovine serum and 2 mM glutamine. hMSCs were used at passages 4 through 7. For cell density manipulations, hMSCs were re-plated at low (2000 cells/cm^2^) or high (30,000 cells/cm^2^) densities. For differentiation studies, DMI medium was added to cells that had been cultured overnight at the desired cell density. DMI formulation was as follows: DMEM with 10% FBS, 2 mM glutamine, 1 μM dexamethasone, 0.5 mM IBMX, and 0.2 mM indomethacin, and 10 μg/ml insulin. 3T3L1s and C3H10T1/2 cells were obtained from ATCC.

#### Luciferase reporter assays

Candidate enhancers were amplified from hMSC genomic DNA by touchdown PCR, using oligos that added 5′ XhoI and 3′ BamHI restriction sites. Amplified DNA was gel isolated, digested, and ligated into pGL4.24. Genomic coordinates for candidate enhancers are reported in the Supplemental Information. C310T1/2 cells were co-transfected with 1.8 mg of luciferase reporter construct and 0.2 mg of CMV-Renilla plasmid using the TransIT LT1 transfection reagent. Following an overnight transfection, cells were re-plated at high cell densities (50,000 cells/cm^2^) in duplicate wells. Cells were then treated with DMI medium for an addition 24 hr followed by treatment with passive lysis buffer. Relative luminescence (Firefly to Renilla ratio) was determined on a Glomax luminometer. hg19 genomic coordinates for each reporter are as follows: ASNS, chr7:97501555-97502014; MTHFD2, chr2:74426247-74426355; SLC7A5, chr16:87887210-87887550; Intergenic hybrid, chr1:204476231-204476350; control C/EBPβ (LAMβ1), chr7:107598937-107599756; ASTN2, chr9:119212591-119213520; HSD11b1, chr1:209893618-209894063; PPARγ2, chr3:12391004-12392991. 

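The coordinates of the 8 reporters were placed on GRCh37, whose sequence was searched for exact matches. The ASNS reporter of 460 bp lies outside genes, 65 bp from the start of ASNS, and holds TTTCATCA at 97501781 to 97501788 in the context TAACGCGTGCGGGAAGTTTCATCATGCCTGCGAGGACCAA. The MTHFD2 reporter of 109 bp lies in intron 1 and holds TTTCATCA on the reverse strand at 74426340 to 74426347. The SLC7A5 reporter, also in intron 1, holds TTGCATCA at 87887348 to 87887355, and the intergenic reporter, 9243 bp from the start of MDM4, holds it at 204476290 to 204476297. Each of these 4 has an ATF4 peak and a C/EBPβ peak in HD hMSCs without DMI, with ATF4 strengths of 3.99, 5.24, 4.19 and 3.97 RPM. At MTHFD2 neither list with DMI has a C/EBPβ peak. At the reporters TTGCNNAA was searched on the forward strand only. There the LAMB1 control holds TTGCATAA, the HSD11B1 reporter holds TTGCAAAA and the PPARγ2 reporter of 1988 bp holds 5 matches of TTGCNNAA. The ASTN2 reporter of 930 bp holds no exact TTKCATCA on either strand and no TTGCNNAA on the forward strand. None of these 4 has an ATF4 peak, and GR peaks with DMI lie at LAMB1, HSD11B1 and PPARγ2.

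**Figure D5:**
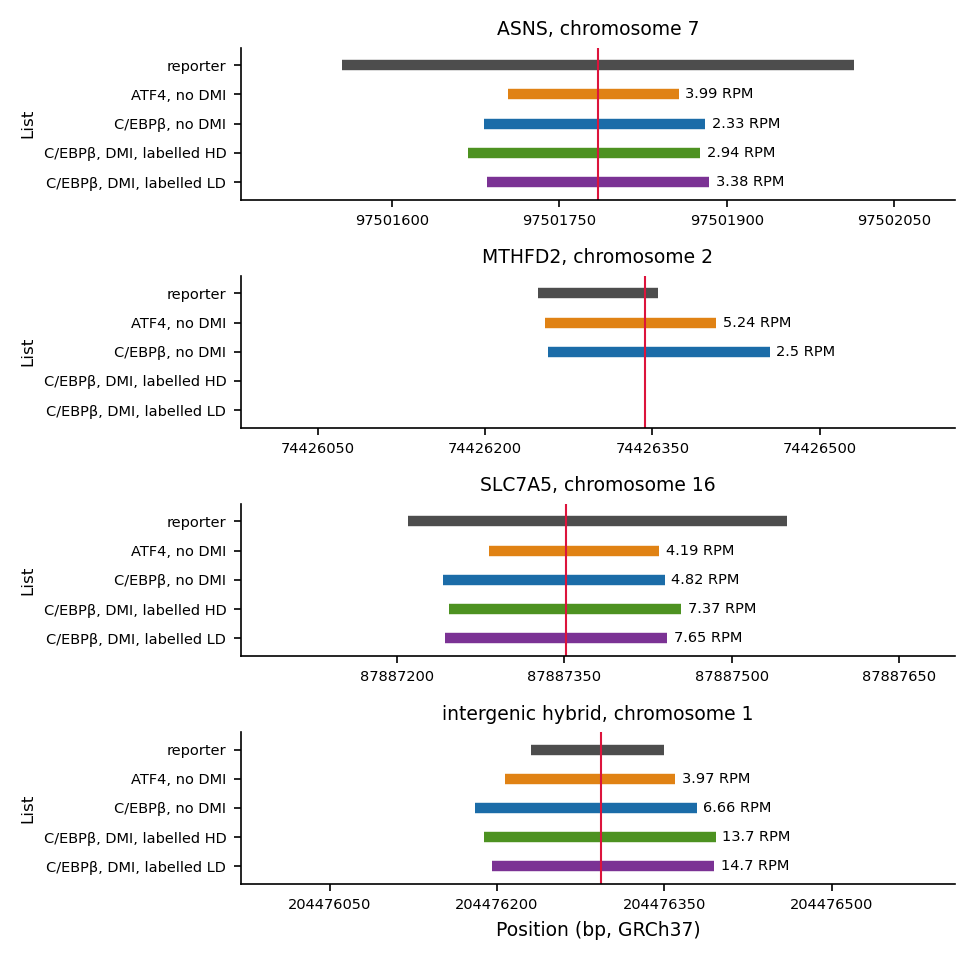
Positions in bp on GRCh37 of the 4 reporters with the hybrid motif, of the peaks of ATF4 and C/EBPβ in hMSCs with their strength in RPM, and of TTKCATCA (red line), with 1 list per line on the vertical axis. The match lies inside every peak drawn, and MTHFD2 has no C/EBPβ peak in either list with DMI.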

Oligos for subcloning candidate enhancers are listed in the Supplementary file 2.

#### ATF4 knockdown, mRNA analysis and western blotting

ON-TARGET siRNA duplexes were purchased from Dharmacon/Thermo Scientific. hMSCs were transfected with RNAi duplexes or non-targeting siGLO at 200 μM final concentration using Lipofectamine RNAiMAX. 3T3L1s were electroporated as described previously (Cristancho et al., 2011). Cells were cultured for 48–72 hr following transfection prior to experimental manipulation. For mRNA analysis, RNA was isolated using the Qiagen RNeasy micro kit. cDNA synthesis on 0.5–1.0 μg of total RNA was performed using MultiScribe reverse transcriptase (Life Technologies, Carlsbad, CA). RAD17 was used as an endogenous control for normalization. qPCR was performed using Power SYBR Green PCR Master mix (Life Technologies). Primers are listed in Supplementary file 2. For western analyses, hMSCs or 3T3L1 extracts were prepared by direct lysis of cells in 1× Laemmli buffer for western blotting. Extracts were resolved on 10% Tris-glycine gels and transferred to PVDF. C/EBPβ and ATF4 (mAb D4B8, Cell Signaling) antibodies were used at a 1:1000 dilution, anti-RAN (clone 20/Ran, BD Biosciences, San Jose, CA) at a 1:10,000 dilution, HRP-conjugated anti-rabbit and anti-mouse at 1:10,000. ECL was performed with SuperSignal West Femto.

#### EMSA and IVC

Binding reactions were performed in 20 μl (EMSA) or 100 μl (IVC) with 10 mM HEPES pH 7.8, 50 mM NaCl, 10 mM MgCl_2_, 5 mM DTT and Complete protease inhibitor. EMSA reactions also contained 0.25 mg/ml BSA, 5 ng/μl poly dIdC, 5% glycerol and ∼5 fmole ^32^P-radiolabeled ds oligonucleotide. IVC reactions contained 1 mg/ml BSA and 500 ng of isolated hMSC genomic DNA fragmented to an average size of ∼150 bp. hMSC DNA was isolated using DNAzol (Invitrogen, Carlsbad, CA), further stripped of protein by Proteinase K treatment and phenol/chloroform extraction, and sheared by sonication with a Covaris M220 focused ultrasonicator. ATF4 and C/EBPβ were expressed in BL21(DE3) *E. coli* from pET30a vectors carrying an N-terminal His Tag and full-length cDNAs. Proteins were purified by Co^2+^ affinity chromatography and quantified by comparison with a BSA standard after SDS-PAGE. EMSA binding reactions were resolved by native 6% PAGE, with 10 mM MgCl_2_ in the gel to increase the DNA-binding specificity of bZip proteins (Moll et al., 2002), and were imaged and quantified using a Typhoon 9400 Imager. IVC binding reactions were brought to 1 ml with binding buffer lacking DTT for immunoprecipitation. Library preparation and sequencing were performed similarly to ChIP-seq.

#### ChIP and ChIP-Seq

The following antibodies were used for ChIP: C/EBPβ (sc-150, Santa Cruz Biotechnology, Dallas, TX), GR (PA1-511A, Pierce, sc-1004, Santa Cruz), ATF4 (sc-200, Santa Cruz), RNAPII (sc-899, sc-9001, Santa Cruz), H3K27ac (ab4729, Abcam, Cambridge, MA), ATF2 (sc-6233, Santa Cruz), ATF-3 (sc-188, Santa Cruz), C/EBPg (sc-25769, Santa Cruz), GADD153 (sc-575, Santa Cruz), FOS (sc-7202, Santa Cruz), FOSL1 (sc-183, Santa Cruz), JUND (sc-74, Santa Cruz), and MAFF/G/K (sc-22831, Santa Cruz). The first IP for sequential ChIP was performed with whole cell extract derived from approximately 5 million formaldehyde-crosslinked hMSCs. After overnight incubation at 4°C with antibody and protein G sepharose in 1 ml ChIP buffer (50 mM HEPES pH 7.8, 140 mM NaCl, 1% Triton X-100, 0.1% Na-Deoxycholate and Complete protease inhibitor), IPs were washed and then eluted by incubation at 65°C for 15 min in 50 μl ChIP elution buffer (50 mM Tris pH 7.5, 10 mM EDTA, 1% SDS) with 10 mM DTT. Beads were pelleted and the supernatant transferred to a new tube. A subsequent wash with 50 μl ChIP elution buffer was performed with the beads, and the supernatants combined. Eluted protein-DNA complexes were added to 1 ml ChIP buffer with 5 mg/ml BSA and 2 μg nonspecific DNA. Samples were split into two equal parts and volumes raised to 1 ml with ChIP buffer. One aliquot received antibody against a particular TF, the other rabbit IgG, and samples were incubated at 4°C for 1–2 hr. Immune complexes were captured by protein G sepharose, washed, eluted, and incubated overnight at 65°C to reverse formaldehyde crosslinks. DNA was subsequently isolated for PCR. Primers are listed in Supplementary file 2.

ChIP-Seq libraries were prepared from formaldehyde-crosslinked hMSCs, using approximately 2–8 million cells per condition, depending on the abundance of the factor of interest. Libraries were sequenced as previously described (Steger et al., 2010). Analyses of ChIP-Seq tracks were performed using uniquely aligned reads that were converted to unique stack height profiles (USHPs) using the GenomeCoverageBed algorithm (BEDTools, Galaxy genomics suite). A normalization factor was applied to the USHP data to account for differences in unique reads between ChIP-seq tracks prepared for more than one experimental condition (i.e., RNAPII and C/EBPβ). Peak calling on TF ChIP-Seq tracks and all de novo motif analyses were performed using HOMER (Heinz et al., 2010). Peak calling for RNAPII and sequence tag analyses for features of interest were performed on the Galaxy and Cistrome servers. CEAS analysis (Shin et al., 2009) and generation of Venn Diagrams were performed on Cistrome. Mapping RNAPII to nearby genes was done using GREAT (McLean et al., 2010). GO analysis was conducted with DAVID Resources (Dennis et al., 2003). Average profile plot and box plots were generated using R. Outliers on box plots (exceeding 1.5× interquartile distance) were excluded.

#### Computational analyses of genomics data

##### RNAPII track processing

RNAPII data was windowed into 20 bp bins, and a USHP measured for each bin. To eliminate artifacts introduced by regions of low ChIP signals caused by poor mappability, regions of no RNAPII sequence coverage were masked based on their mappability scores from the ENCODE Duke Uniqueness 35 bp track. Masked regions (low mappability, low ChIP signal) that were juxtaposed to bins with enriched RNAPII signal were assigned an interpolated USHP score, that is, the average USHP score of adjacent upstream and downstream bins unaffected by mappability. RNAPII data were smoothened by recalculating USHP scores as the moving average of a 60 bp window centered on each 20 bp bin. Genomic regions with high sequencing depth in the input (no ChIP) tracks were subtracted from the RNAPII data to remove false positive peaks. Finally, each bin was assigned a ‘USHP slope’ score computed from the difference of the USHP values for the bin lying 60 bp downstream vs the bin 60 bp upstream divided by the intervening bp length (100 bp internally).

##### RNAPII feature detection

RNAPII features were defined as the intervals spanning regions of increasing USHP slopes paired to regions of decreasing USHP slopes. Briefly, RNAPII bins were thresholded for USHP slope scores and clustered to detect regions of positive or negative USHP slopes. Each positive sloping region was joined with the nearest downstream negative slope region, with a maximum cutoff distance of 400 bp between the 3′ and 5′ ends of the positively and negatively sloping regions. Adjacent RNAPII features were then evaluated for peak merging based on the peak to trough ratios (rations < 2.5 were merged), such that complex RNAPII features comprised of poorly resolved multiplets were treated as a single feature. To evaluate enrichment of sequence reads within the putative RNAPII features, features within 2 kb were clustered, and these domains expanded to ±1 kb to sample the local RNAPII background. Peak-associated bins within these domains were masked and the average USHP signal per bin in the local neighborhood computed. RNAPII features with USHP maxima that were 3.5-fold greater than the mean of non-peak associated local USHP bins were used in subsequent analyses. In addition, RNAPII features intervals were subject to a signal threshold requiring a tag count of ≥20 per feature or a tag density of at least 14.5 sequence tags per bp. All steps of the RNAPII feature detection algorithm were scripted through the Galaxy server, and will be available as published workflows.

##### Heat map clustering

For every RNAPII peak, tag counts were determined across all four experimental tracks (HD vs LD, with or without DMI treatment). Each peak was assigned attributes to indicate whether RNAPII exhibited a twofold or greater change in occupancy for each pairwise comparison of experimental conditions, with three possible attributes per comparison (up, no change, or down in response to density or DMI manipulations). Following attributed-based group assignment, the complexity of the clustering results was simplified by grouping together functionally related clusters. Similar classes of RNAPII were detected with non-supervised clustering methods (k-means clustering using Cluster 3.0). For heat map representations of the RNAPII data, the data was transformed to represent the log_2_ fold change of the condition-specific tag count relative to the mean tag count observed for all four RNAPII tracks (e.g., log_2_ [tags in condition #1/mean tag count at the RNAPII peak for all conditions]). Heat maps were generated in TreeView (Saldanha, 2004).

##### De novo motif analysis on RNAPII peaks

For each peak interval, motif analysis was centered on the bins scoring in the top 25th percentile of USHP values observed within the peak interval. A minimum window size of 400 bp around these top 25th percentile bin was used for motif mining. Windows around the top 25th percentile of bins were limited to a maximum length of 600 bp (peaks that failed this threshold were excluded). Overlapping windows (due to the detection of a given RNAPII peak call in more than one ChIP-Seq track) were merged into single intervals. Motif mining was performed with HOMER using the hg19r genome build and the ‘size given’ peak option. Sequence motifs reported in Figure 1C were limited to those found by HOMER in at least 5% of sites and with p-values ≤ 1e-14.

#### Supplemental information

Supplemental figures and files are available. Genome-wide data sets are available at the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE68864.

How the deposited data were processed for this re-analysis (not part of the article)

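The data are the authors' processed lists of ChIP-seq and in vitro cistromics (IVC) intervals from hMSCs, with 1 library per condition. RNAPII was mapped at LD and HD without DMI and after 24 h with it, C/EBPβ at HD without DMI and in a pair of libraries with DMI for 6 h, GR at HD with DMI for 6 h and ATF4 at HD without DMI. The IVC lists cover C/EBPβ alone at 0.1, 0.25, 1 and 10 μl, ATF4 alone at 5 μl, and C/EBPβ at 0.1 μl with ATF4 at 0.1, 1 and 10 μM.

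The deposited signal of each transcription factor list is the authors' normalized tag count from HOMER, which is tags in the peak per 10 M mapped tags (M for 10⁶). The header does not state the scale, which was settled from the values, as the numbers of peaks at 10 or more match the 1 RPM points of Figure 6B. The authors used uniquely aligned reads and called the peaks of these lists with HOMER. The paper names hg19 for motif searches and for the coordinates of its reporters. The other deposited intervals hold no measurement. These are the RNAPII intervals, which the authors made by slope detection on binned reads with input regions subtracted, each with the condition of its call, and the input regions of high depth, whose definition the paper's text does not give. The RNAPII list gives no tags, so the depth of its libraries is unknown.

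The strengths of each transcription factor list climb in even steps worth 1 tag, and the step gives the depth in M tags, from 9.1 for the ATF4 IP with 1 μM ATF4 to 40.8 for C/EBPβ without DMI. The depth of ATF4 alone was not used because its 111 peaks leave it uncertain. On simulated lists of known depth the largest error was 0.036%. The strengths were used mainly to describe, rank or filter peaks within a list. They were set side by side across lists at ITGA2 and PLXNA1 and in the correlation of the C/EBPβ libraries with DMI that the paper shows. A common RPM limit was also applied across the lists of the C/EBPβ titration and under the threshold of Figure 6F. RPM falls at a site when tags spread over more sites, which limits these uses.

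Intervals were compared as the share of a list that overlaps another by at least 1 bp, with Wilson 95% confidence intervals, which cover the counting of peaks and not the spread between replicates. The level of chance is the mean over 100 circular shifts of the second list along each chromosome. Exact matches of TTKCATCA (hybrid) and TTGCNNAA (canonical) were searched on both strands of GRCh37 within 100 bp of the peak centre, with windows 2 kb upstream as background. Within the single loci named in the text, TTGCNNAA was searched on the forward strand only. The autosomes and X have the same names and lengths in GRCh37 and hg19. Genes and introns are those of the canonical transcript in GENCODE on GRCh37. Overlaps and motif windows were checked on simulated data against bedtools 2.31.1 and a second search. The computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

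Samples were grouped by the labels and the paper. For the C/EBPβ libraries with DMI the labels and the names of the lists disagree on the density, so both are given by label. The plan made no RNAPII classes without tags or clusters in the list, and the clusters of Supplementary file 1, held here only in part, were not used. Classes by calls were added after the lists, shares of the hybrid motif included, had been seen. Shares between classes or peak sets were compared with Fisher's exact tests, two-sided, over peaks of single libraries, which describe the lists and do not test conditions. The aminoacyl-tRNA synthetase genes were compared with 10000 random lists of protein-coding genes, and strengths with 100000 permutations. No correction across tests was made.

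The loci named are those that the paper names for its reporters, its ChIP, Figure 2D and its browser views, with the 5 strongest peaks of ATF4 in hMSCs and of ATF4 alone in vitro. This rule, the list of synthetase genes and the alternatives below were set before the data were examined. Primer pairs were placed where both primers match within 1000 bp, and TRIB3, with 3 matches, was left out. The alternatives were a stricter and a looser overlap, the peaks at or above the median strength, lists without regions of high input depth, windows of 50 and 200 bp, TTRSATCA, thresholds of 0.5 and 2 RPM, 500 in place of 1000 strongest and weakest peaks, the DMI library labelled low density, distances of 1 and 50 kb to a gene start, and sites not in the 0.1 μl list as induced. H3K27ac, the input libraries as reads, qPCR, western, luciferase and gel shift data were not analysed here, and peaks on chromosome Y are not described.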

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

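The alternatives changed 1 choice at a time, and 580 values were recomputed. The classes of RNAPII regions by calls, the wider HD-primed class, the common lowest strength in vitro, the correlation over peaks of at least 1 RPM, the limit of 1 RPM in the C/EBPβ IP with ATF4 and the threshold of Figure 6F were chosen after seeing the data. Of the main values, 148 recomputed values stayed within their interval or on their side of the test, 52 moved out of the interval, 3 passed a test that they had not passed and 1 reversed. Of the other values, 207 stayed, 168 moved and 1 no longer passed its test. Where a value moved, the cause was not tested unless the construction of the alternative gives it.

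Removing peaks that touch regions of high input depth or lie outside chromosomes 1 to 22 and X moved none of the main values. HD-primed regions held C/EBPβ and ATF4 more often than uncommitted and DMI-induced regions combined under each alternative that was run, and DMI-induced regions held GR more often than the other classes combined. The unclassed regions are outside these comparisons and held C/EBPβ more often than HD-primed regions, at 19.3% without DMI and at 26.5% and 29.7% with it. So did the uncommitted regions also called at HD without DMI and the DMI-induced regions called in both DMI conditions. In each alternative for the motif, the hybrid motif stayed more frequent at C/EBPβ peaks of HD-primed than of DMI-induced regions.

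With an overlap of at least 50% of the shorter interval, 72.6% of C/EBPβ peaks were kept with DMI and 47.1% were gained. The DMI libraries then shared 80.9%, GR peaks had C/EBPβ at 57.9%, ATF4 peaks at 95.3%, and C/EBPβ peaks had RNAPII at 12.0%. In vitro, 23.8% of the C/EBPβ peaks in cells were found with 0.1 μl, 39.1% of those of 0.1 μl were called again with 10 μM ATF4 and 14.3% of the C/EBPβ IP peaks at 10 μM were induced. A stricter overlap lowers a shared share by construction.

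With centres within 500 bp, the kept share was 75.7%, the gained share 44.8%, the share between the DMI libraries 84.0%, that of GR peaks with C/EBPβ 75.7%, that of ATF4 peaks with C/EBPβ 97.5% and that of C/EBPβ peaks with RNAPII 14.5%. In vitro, 1.03% of gained peaks exceeded the median of shared ones, 25.6% of the peaks in cells were found, 40.9% were called again with ATF4 and 10.2% were induced.

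With the peaks at or above the median strength of each list, 78.3% of C/EBPβ peaks were kept with DMI and 42.1% were gained, the DMI libraries shared 87.1%, and GR peaks had C/EBPβ at 59.8%. The hybrid motif lay at 81.4% of ATF4 peaks and 15.8% of C/EBPβ peaks, and the canonical motif at 50.2% of the latter. RNAPII lay at 55.9% of ATF4 and 18.4% of C/EBPβ peaks. In vitro, 17.8% of C/EBPβ peaks in cells were found, 36.1% of peaks were called again with ATF4, 20.1% were induced, 18.3% of ATF4 peaks in cells were in the ATF4 IP, and 0 of 56 peaks of ATF4 alone met an ATF4 peak in cells. At 0.1 μM ATF4 the hybrid motif was more frequent at induced than at other sites, 18.9% against 15.7% (two-sided Fisher's exact test over peaks, p = 0.0015), which it was not over all peaks (p = 0.22).

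The DMI library labelled low density gave 80.7% kept and 50.0% gained. TTRSATCA lay at 66.0% of ATF4 peaks and 12.3% of C/EBPβ peaks, and at 15.8% of the sites induced by 0.1 μM ATF4 against 13.9% of the others (two-sided Fisher's exact test, p = 0.0035). Within 50 bp of the centre of C/EBPβ peaks, the hybrid motif was at 12.6% and the canonical motif at 42.1%, and within 200 bp they were at 16.3% and 52.8%.

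In vitro peaks of at least 2 RPM numbered 22915 at 0.1 μl, 66813 at 0.25 μl, 63929 at 1 μl and 14308 at 10 μl. Those of at least 0.5 RPM numbered 366529 at 1 μl and 476609 at 10 μl, and those above the strength that all 4 lists reach 333614 and 425693. The near equality of the 3 higher amounts thus holds at 1 RPM and not at 0.5 or 2 RPM.

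Induced sites depended most on their definition. They were 54.0% of the C/EBPβ IP peaks at 10 μM ATF4 when only the 0.1 μl list was excluded, 11.0% among peaks of at least 1 RPM and 38.4% under the threshold of Figure 6F. Under that last definition, the hybrid motif was at 28.5% of sites induced by 0.1 μM ATF4 against 15.2% (two-sided Fisher's exact test, p = 1.32e-272), and the share with an ATF4 IP peak at 10 μM reversed, to 35.7% of induced against 30.1% of other sites (p = 7.96e-30). At 1 μM induced sites had the lower share under each definition.

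No paired analysis was possible because each condition has 1 library. The RNAPII classes at 1.5-fold and 3-fold change were not run, because no tags per condition were used. The weakest called peak differs between the lists, from 2.7 tags per 10 M at 10 μl to 9.2 for ATF4 alone, and does not follow depth alone. A peak missing from a list was not called there, which does not show that the site was unbound.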

Differences from the paper's values

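The classes of RNAPII regions used here rest on calls and not on the authors' clusters, so the classed shares below compare different sets of regions, both in percent of C/EBPβ peaks. The paper's text does not say which C/EBPβ library was searched for Figure 2A, and the values are those of the library without DMI unless stated. The hybrid motif lay at 7.86% of C/EBPβ peaks in DMI-induced regions, where the paper's value is 4%. In this library none of the alternatives set before the data were examined closed the gap, with 9.45% for the peaks at or above the median strength, 6.47% and 8.86% for windows of 50 and 200 bp and 7.66% for TTRSATCA. The libraries with DMI gave 6.39% where labelled high density and 6.66% where labelled low density. With the window of 50 bp, set before the data were examined, they gave 4.89% and 5.07%, within the ratio of 1.5 used to call a difference. That setting gave 16.1% and 15.4% in HD-primed regions, where the paper's value is 27% and the library without DMI gave 24.3%.

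The canonical motif lay at 28.5% of C/EBPβ peaks in HD-primed, 33.1% in uncommitted and 46.8% in DMI-induced regions, where the paper's values are 8%, 13% and 23%. In this library none of the alternatives set before the data were examined closed any of these gaps, and its lowest values, with a window of 50 bp, were 23.9%, 27.8% and 42.4%. With that window the libraries with DMI gave 33.1% and 32.5% in DMI-induced regions, within the ratio of 1.5. They did not close the gaps in HD-primed regions, with 21.1% and 19.4%, or in uncommitted regions, with 21.7% in both. The wider HD-primed class, chosen after seeing the values, gave 28.9% and did not close it either.

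C/EBPβ peaks with RNAPII of the HD-primed class were 3.32% of the list, where the paper's value is about 2% in Figure 3—figure supplement 1C, read by eye. The wider HD-primed class, chosen after seeing the values, gave 3.83% and did not close the gap, and no alternative set before the data were examined was run for this share.

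The list of C/EBPβ without DMI holds 54168 peaks, where the paper's number is about 37000 in Figure 1—figure supplement 2A, read by eye. This is within the ratio of 1.5 used to call a difference, and the shares of this list set beside the paper's rest on a longer list.

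The paper's shares in Figure 6D come from motifs found de novo, which match more sequences than the exact TTGCNNAA searched here, so they are not on the same scale. For the weakest 1000 peaks of 1 μl the share was 31.2%, where the paper's is about 65% in Figure 6D, read by eye, and the alternatives set before the data were examined gave 20.6% to 42.7%, none of which closed the gap. For the strongest 1000 peaks of 10 μl it was 49.0%, where the paper's is about 75% in Figure 6D, read by eye, and for the weakest 28.4%, where the paper's is about 56% in Figure 6D, read by eye. For both, the window of 200 bp, with 54.5% and 41.4%, came within the ratio of 1.5 used to call a difference, and the other alternatives set before the data were examined did not.

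The paper states that ATF4 was enriched at induced C/EBPβ sites and does not say against which sites, so the comparison below does not test that statement directly. Here 8.91% of the sites induced by 10 μM ATF4 and 21.6% of those also bound without ATF4 had an ATF4 IP peak, and at 1 μM 2.54% and 6.69%. The alternatives set before the data were examined kept this order at both amounts. The threshold of Figure 6F, chosen after seeing the values, gave induced sites the higher share at 10 μM, with 35.7% and 30.1%, and not at 1 μM, with 5.25% and 7.14%.

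The paper places the majority of ATF4 sites with RNAPII in the HD-primed clusters. Of the 640 ATF4 peaks with RNAPII, 310 lay in HD-primed regions, 58 in uncommitted, 20 in DMI-induced and 256 in unclassed regions, where a peak can touch more than 1 class. HD-primed regions thus held the most of any class and not the majority. With the wider HD-primed class, chosen after seeing the values, the number was 347 of the 640, a majority as in the paper. No alternative set before the data were examined was run for this number.

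The paper states that each target of its ATF4 ChIP other than INS carries a hybrid motif. An exact TTKCATCA lay in 8 of the 11 amplicons that could be placed and within 100 bp of the ATF4 peak centre at 9 of them. TTRSATCA lay so close at 7, among them APOL6, and neither did at PSAT1.

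The paper states that several regions annotated by RNAPII, with a hybrid or a canonical motif, were placed in reporters. No RNAPII interval of any of the 4 conditions overlapped the ASTN2 and HSD11B1 reporters. The ASTN2 reporter held no exact TTKCATCA and, on the forward strand, no TTGCNNAA. Its reverse strand was not searched for TTGCNNAA, so a match there remains possible. The LAMB1 reporter had no RNAPII interval either, but the paper names it as a control, which its statement need not cover.

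The paper states that ATF4 lies near all genes of tRNA aminoacylation found in the HD-primed clusters. Of the 20 cytosolic aminoacyl-tRNA synthetase genes, a list not limited to those clusters, 12 had an ATF4 peak within 5 kb of their start and 13 within 50 kb, so the paper's statement on its own list was not tested.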

Other observations

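The tests on the ATF4 IP at induced sites, on depth in both titrations, on the hybrid motif at peaks called again, on marginal RNAPII calls, on repeats at peaks of ATF4 alone and on ATF4 peaks outside regions of high input depth were chosen after the result was seen. The others were set before it.

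A smaller share of the sites induced by 10 μM ATF4 than of the other C/EBPβ IP peaks had an ATF4 IP peak, at 8.91% against 20.0%. Induced sites were weaker in the C/EBPβ IP, with medians of 0.96 and 1.11 RPM. The other peaks, weighted to the strengths of the induced ones, still had an ATF4 IP peak at 16.2%, and induced sites were lower in 5 of 5 quintiles of strength, in 4 of them with a two-sided Fisher's exact p under 0.05. This argues against strength in the C/EBPβ IP as the whole reason. An ATF4 IP peak was more frequent with the hybrid motif in both groups, at 13.2% against 6.51% of induced sites and at 36.4% against 12.4% of the others. Induced sites were thus lower both with the motif and without it, and they hold it more often, which argues against this preference as the reason for their lower share. The order reversed under the threshold of Figure 6F, with 35.7% against 30.1%, so the definition of induced sites remains open, as does a different response to the amount of ATF4 at sites that C/EBPβ can also bind alone.

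Of the 19105 ATF4 IP peaks at 10 μM, 83.7% overlapped a C/EBPβ IP peak at that amount and 47.2% a C/EBPβ peak of 0.1 μl without ATF4. Of the 0.1 μl peaks called again in the C/EBPβ IP with 10 μM ATF4, 21.6% had an ATF4 IP peak, and of those not called again 0.759%.

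C/EBPβ peaks at ATF4 sites were kept with DMI more often than other C/EBPβ peaks, at 91.3% against 73.4% in the library labelled high density and 96.4% against 80.3% in that labelled low density. They are stronger, with a median of 2.69 RPM against 0.86. The other peaks, weighted to their strengths, were kept at 96.3% and 97.4%, above the peaks at ATF4 sites. The higher strength could thus account for the whole of the higher unweighted share. At like strength the peaks at ATF4 sites were kept less often, which was not explained, and no biological explanation was tested.

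The number of in vitro C/EBPβ peaks rose with each step of C/EBPβ while the libraries of 1 and 10 μl were the deepest. The library of 0.25 μl has 12.0 M tags, fewer than the 16.3 M of 0.1 μl, which argues against depth as the reason for the first rise. For the rise from 0.25 to 1 μl, with 12.0 and 33.5 M tags, depth cannot be told apart from other reasons. The libraries of 1 and 10 μl are close in depth, with 33.5 and 37.3 M tags. Counted from 0.55 RPM, which all 4 lists reach, the number rose at each step, with 333614 at 1 μl and 425693 at 10 μl. This argues against depth as the whole reason for the last rise. The number depended on the strength asked for. At 1 RPM it fell from 177116 at 1 μl to 159019 at 10 μl, and at 2 RPM it fell from 66813 at 0.25 μl through 63929 to 14308. The amount of C/EBPβ, which the design varies, remains among the open explanations.

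Fewer C/EBPβ peaks of 0.1 μl were called again as ATF4 rose. The library with 10 μM ATF4 has 20.7 M tags, more than the 15.2 M of that with 0.1 μM, which argues against a shallower library for the fall between these amounts. The library with 1 μM has 10.4 M, but a shallower library would lose peaks of like strength alike, whatever their motif. With 0.1 μM, peaks with the hybrid motif were called again at 76.1% and those with the canonical motif alone at 75.8%. With 1 μM the shares were 67.0% and 54.2%, and 58.2% and 39.4% in the 5th decile. This argues against depth as the whole reason for that step, and depth remains open for a part of it. Loss of peaks near the call threshold would leave the strongest decile nearly complete, set in advance as 95% or more, and 94.0% (95% confidence interval 93.5 to 94.5) of it was called again with 10 μM. This lies close to that limit, while in the 9th decile 68.9% and in the 8th 51.8% were called again, against 18.1% in the weakest. The amount of ATF4 remains open as an explanation.

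Peaks of 0.1 μl with the hybrid motif were called again with 10 μM ATF4 more often than those without it in 10 of 10 deciles of strength, at 69.2% against 34.8% over all deciles and 36.2% for the peaks without it weighted to the same strengths. A candidate explanation is that the hybrid motif keeps a site for C/EBPβ in the presence of ATF4, a hypothesis that was found and tested on the same lists.

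C/EBPβ peaks in RNAPII regions called only at HD without DMI held the hybrid motif at 24.3%. If regions called in 1 condition alone were marginal calls with this property, those of the other 3 conditions would have a like share, and it was 7.77% (96 of 1236). This argues against a property of such calls in general as the reason, and cell density, which the design varies, remains open.

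Some peaks of ATF4 alone were also called in the in vitro C/EBPβ libraries, 25 of 111 at 0.1 μl. Of these, 1 held the repeat unit GGAATGGAAT or touched a region of high input depth, or 4%, against 3 of the other 86 (two-sided Fisher's exact test, p = 1). This argues against this unit and these regions as the reason for most of the sharing. Other repeats were not tested and remain open, and no biological explanation was tested.

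Of the ATF4 peaks in hMSCs, 53 had no C/EBPβ peak. Their median strength was 0.82 RPM against 0.96 for the others (two-sided permutation test, p = 0.0703), so weak ATF4 peaks near the call threshold cannot be told apart from a chance difference with this number of peaks. They held the hybrid motif at 60.4% against 77.9%, which argues against hybrid sites with C/EBPβ under its call threshold for all of them. Outside regions of high input depth, which 8 of the 53 touched, the share was 71.1% (32 of 45) against 78.0% (two-sided Fisher's exact test, p = 0.277), a value consistent with such sites for these peaks.

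Of the genes in Figure 2D, an ATF4 peak lay within 5 kb of the start of 5 of the 6 in the hybrid group, and of 0 of the 5 in the canonical group and 0 of the 5 controls. C/EBPβ without DMI lay near 6 of 6, 3 of 5 and 1 of 5 in the same order, and GR near 0 of 6, 4 of 5 and 0 of 5. In both C/EBPβ libraries with DMI, a peak lay near 6 of 6 and 5 of 5 of the first groups, and near 2 of 5 controls in that labelled high density and 3 of 5 in that labelled low density.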
